# A miRNA catalogue and ncRNA annotation of the short-living fish *Nothobranchius furzeri*

**DOI:** 10.1186/s12864-017-3951-8

**Published:** 2017-09-05

**Authors:** Mario Baumgart, Emanuel Barth, Aurora Savino, Marco Groth, Philipp Koch, Andreas Petzold, Ivan Arisi, Matthias Platzer, Manja Marz, Alessandro Cellerino

**Keywords:** miRNome, Fish miRNA evolution, *Nothobranchius furzeri*, ncRNA

## Abstract

**Background:**

The short-lived fish *Nothobranchius furzeri* is the shortest-lived vertebrate that can be cultured in captivity and was recently established as a model organism for aging research. Small non-coding RNAs, especially miRNAs, are implicated in age dependent control of gene expression.

**Results:**

Here, we present a comprehensive catalogue of miRNAs and several other non-coding RNA classes (ncRNAs) for *Nothobranchius furzeri*. Analyzing multiple small RNA-Seq libraries, we show most of these identified miRNAs are expressed in at least one of seven *Nothobranchius* species. Additionally, duplication and clustering of *N. furzeri* miRNAs was analyzed and compared to the four fish species *Danio rerio*, *Oryzias latipes*, *Gasterosteus aculeatus* and *Takifugu rubripes*. A peculiar characteristic of *N. furzeri*, as compared to other teleosts, was a duplication of the miR-29 cluster.

**Conclusion:**

The completeness of the catalogue we provide is comparable to that of the zebrafish. This catalogue represents a basis to investigate the role of miRNAs in aging and development in this species.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3951-8) contains supplementary material, which is available to authorized users.

## Background

The annual teleost *Nothobranchius furzeri* is a recent experimental animal model in biomedical research. In the wild, this fish inhabits ephemeral pools in semi-arid *bushveld* of Southern Mozambique. It has adapted to the seasonal drying of its natural environment by producing desiccation-resistant eggs, which can remain dormant in the dry mud for one and maybe more years by entering into diapause. Due to the very short duration of the rainy season in its habitat, the natural lifespan of these animals is limited to a few months. They represent the vertebrate species with the shortest captive lifespan of only 4–12 months and also with the fastest maturation. In addition, they express a series of conserved aging markers and are amenable to genetic manipulations, making them an attractive model system for aging research (for a review, see [11, 49]). A striking characteristic of *N. furzeri* is the existence of laboratory strains differing in lifespan and expression of aging phenotypes [15, 60]: an extremely short-lived strain (GRZ: median lifespan 3–4 months) and several longer-lived strains (e.g., MZM-04/10; median lifespan 7–9 months). The molecular basis for this striking difference in aging is unknown. A previous miRNA-Seq study of brain aging that predated genome sequencing and used homology to miRBase to annotate *N. furzeri* miRNAs revealed that the two strains have different global patterns of miRNA expression [2].

Here, we provide a comprehensive microRNA (miRNA) catalogue for *N. furzeri*. MiRNAs are abundant non-coding RNAs between 18 and 24 nucleotides in length that are produced in a complex biosynthetic process starting from longer transcripts and are established as key players in the post-transcriptional regulation of gene expression. MiRNA genes can be hosted within an intron of a protein-coding gene (and their transcriptional regulation follows that of the hosting gene) or can arise from primary transcripts that are regulated independently of any protein-coding RNA. Several miRNAs are grouped in genomic clusters containing mostly two to six individual miRNAs with an intra-miRNA distance of less than 10 kb, which are co-transcribed. However, unusually large clusters were also found in some species, like the miR-430 cluster in zebrafish, consisting of 57 miRNAs [41, 61, 68]. The advantage of this accumulation is unclear. It could be possible that multiple loci are required to increase the copy-number and therefore the expression level of specific miRNAs in particular conditions, like miR-430 in the maternal-zygotic transition in zebrafish (*Danio rerio*) [19]. MiRNA genes are grouped into families based on sequence homology and can be defined as a collection of miRNAs that are derived from a common ancestor [20]. On the contrary, miRNA clusters may contain miRNAs belonging to different miRNA families, but are located in relative close proximity to each other. Both the evolutionary conservation of some miRNA families and the innovations leading to appearance of novel miRNAs are well-described. An expansion of the miRNA inventory due to genome duplications in early vertebrates and in ancestral teleosts has already been described [24].

MiRNAs bind target mRNAs, due to sequence complementarity in the seed region (nucleotides 2–7), mostly in the 3′ untranslated region, thereby silencing expression of the gene product via translational repression and/or transcript degradation. Up to now, several thousands of miRNAs have been predicted and identified in animals, plants and viruses, and one single species can express more than one thousand miRNAs [21]. They frequently represent the central nodes of regulatory networks and may act as “rheostat” to provide stability and fine-tuning to gene expression networks [47, 53]. Before a sequence of the *N. furzeri* genome assembly became available [50], we could show by use of the *Danio rerio* reference from miRBase that aging in the *N. furzeri* brain displays evolutionary conserved miRNA regulation, converging in a regulatory network centred on the antagonistic actions of the oncogenic MYC and tumor-suppressor TP53 [2], and the expression of miR-15a and the miR-17/92 cluster is mainly localized in neurogenetic regions of the adult brain [10]. Two draft genome sequences for *N. furzeri* were recently produced [50, 67]. In this paper, we now provide a comprehensive annotation of the *N. furzeri* miRNome based on a combination of Illumina-based small RNA-Seq data, different in silico prediction methods on the genome assembly and a final manual curation. Using the newly created miRNA reference, we analyzed a large dataset of 162 small RNA-Seq libraries and report tissue-specific miRNA expression of conserved and non-conserved miRNAs in *N. furzeri*. We further used the *N. furzeri* reference to analyze the miRNA expression in other Nothobranchius species and one closely-related non-annual killifish species, which were previously used to analyze positive selection [50] to identify when in the evolutionary history of *N. furzeri* non-conserved miRNAs arose.

## Results and discussion

### Small RNA-Seq libraries

For this study, 150 small RNA-Seq libraries of *N. furzeri* from different ages and tissues were sequenced, making a total of around 2.2 billion reads. In more detail, we had 75 libraries for both of the strains *N. furzeri MZM-0410* (in the following called MZM) and *N. furzeri GRZ*. We investigated the three tissues brain, liver and skin at five different ages in *N. furzeri GRZ* (5, 7, 10, 12, 14 weeks) and *N. furzeri MZM* (5, 12, 20, 27, 39 weeks) with five biological replicates each. The only exception are the *N. furzeri MZM* brain libraries, where we have four biological replicates for each age, but an additional time point of 32 weeks with five replicates. Additionally, seven embryonic small RNA-Seq libraries of *N. furzeri* were sequenced (two of the strain *MZM-0403* and five of *MZM-0410*). 

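The 7 embryo libraries were made from total RNA of whole embryos, and each holds the short RNAs of 1 sample. MZM-0403 and MZM-0410 are strains of N. furzeri, and the libraries of a strain are treated as its biological replicates. Table 4 lists all 7 as diapause II, a dormant stage of the embryo, at 2 weeks after fertilization plus diapause. The names of the MZM-0403 libraries refer instead to a somite stage and to 24 hours post-fertilization (hpf), and the deposited design text allows embryos with and without diapause. The stage given in the paper is used for all 7, and the libraries are called by the last part of their names. The MZM-0403 libraries som and 24hpf and the MZM-0410 library no37 carry lane 1 in their names, and the MZM-0410 libraries index1, index3, index4 and index5 carry lane 7. The authors trimmed the reads, mapped them to the draft genome of N. furzeri with segemehl, which keeps all best locations of a read, and deposited 1 value per library for each of 754 pre-miRNAs. Every deposited value is 0 or 1, so the values are calls and not numbers of reads. The rule that turned mapped reads into a call was not found in the paper or its additional files, and the depth behind a call is unknown. No normalization by depth and no test on read counts was therefore possible, and all comparisons rest on which pre-miRNAs were called. The MZM-0403 libraries had 108 calls in som and 17 calls in 24hpf. The MZM-0410 libraries had 117 calls in index1, 91 in index3, 117 in index4, 113 in index5 and 89 in no37. The mean was 62.5 ± 64.3 calls (SD, n = 2) for MZM-0403 and 105.4 ± 14.2 calls (SD, n = 5) for MZM-0410. This difference lay within the spread between libraries (exact permutation test over 21 splits, p = 0.143, Benjamini-Hochberg adjusted p = 0.254 over 4 measures, smallest possible p = 0.0476). Lane 1 libraries had 71.3 ± 48.0 calls (SD, n = 3) and lane 7 libraries 109.5 ± 12.5 calls (SD, n = 4), also not separable (exact permutation test over 35 splits, p = 0.0857). Both MZM-0403 libraries are on lane 1, so no strain comparison within lane 7 can be made, and within lane 1 the only MZM-0410 library had 89 calls. If the stages in the MZM-0403 names are right, strain cannot be told apart from stage either. No libraries had identical calls, and the share of calls in common (Jaccard index) ranged from 0.107 to 0.786 over the 21 pairs of libraries. The median over the 7 libraries was 108 calls, and leaving out each library in turn gave medians from 99.5 to 110.5.

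**Figure D1:**
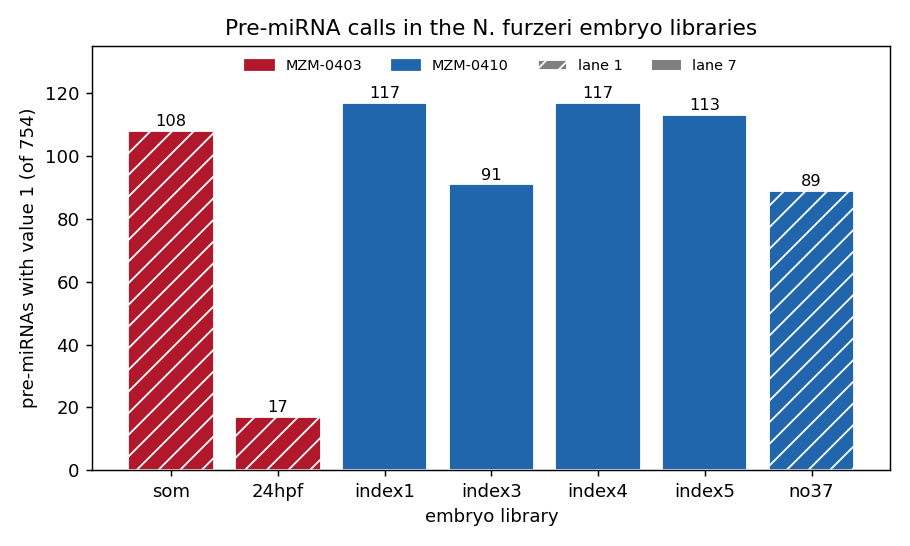
Number of pre-miRNAs with the value 1, of 754, in each embryo library (bars, single libraries without error bars). Colour gives the strain and hatching the lane; 24hpf has 17 calls and the other libraries between 89 and 117.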

After pre-processing all libraries, a total of around 1.9 billion high-quality reads was used for further analysis (see Methods section and Supplement Table 1).

**Table 1:** Number of annotated ncRNAs

ncRNA class	No.	ncRNA class	No.
18S rRNA	3	7SK	1
5.8S rRNA	11	Vault	12
28S rRNA	6	TPP	1
5S rRNA	28	IRE^a^	3
tRNA	570	CAESAR^a^	1
U1	6	DPB^a^	1
U2	8	Vimentin3^b^	1
U4	8	Antizyme FSE^c^	2
U5	8	U1A PIE^c^	1
U6	6	KRES^c^	26
U11	1	GABA3^c^	6
U12	1	Y RNA	4
U4atac	1	TERC	1
U6atac	1	mascRNA-menRNA^d^	42
RNase P	1	SPYR-IT1^d^	1
RNase MRP	1	MEG8^d^	1
SRP	3		

Besides housekeeping RNAs, RNA elements controlling metabolism and protein editing were identified. ^a^mRNA regulation RNA element, ^b^mRNA localization RNA element, ^c^editing signal, ^d^conserved lncRNA element

For each of the six killifish species, *A. striatum, N. kadleci, N. rachovii, N. pienaari, N. kunthae* and *N. korthausae*, we generated two biological replicates of small RNA-Seq libraries from the brain of mature animals. The average size per library was 24.5 million reads with a minimum of 16.8 million and a maximum of 36.1 million reads (for more details about the small RNA-Seq libraries, see Supplement Table 1).

### Annotation of ncRNAs

We could identify more than 750 non-coding RNA (ncRNA) genes in the *N. furzeri* genome based on small RNA-Seq reads, including editing signals, RNA elements located in the UTRs of mRNAs either controlling localization or regulation and conserved lncRNA element (see Table 1, Additional file 1 and Supplement Table 5). In line with other eukaryotes, we identified multiple gene copies of rRNAs, tRNAs, several major spliceosomal RNAs, signal recognition particle (SRP) RNAs and one copy of a minor spliceosomal RNA set. 

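Additional file 1 lists 3 loci of 18S rRNA, 6 of 28S rRNA and 28 of 5S rRNA in the draft genome, and 11 of the remaining rRNA class. Of the major spliceosomal RNAs, it lists 4 loci of U1, 8 each of U2, U4 and U5, and 6 of U6. All 8 U4 loci lie on sgr13, and 5 of the 8 U2 loci lie on sgr05. The minor spliceosomal RNAs U11, U12, U4atac and U6atac have 1 locus each, and the SRP RNA has 3. Entries for tRNAs are not in the files analysed here. The paper compares these copy numbers with those of other eukaryotes.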

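Additional file 1 places RNase P on sgr12 from 15309738 to 15310045 on the minus strand. RNase MRP lies on the same synteny group from 15310973 to 15311211 on the plus strand. The lower coordinates of these loci are 1235 bp apart. The 7SK RNA lies on sgr05 from 3101874 to 3102181 on the plus strand. Each has 1 entry in the file.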

Further housekeeping RNA genes, such as RNase P, RNase MRP, and the 7SK RNA, are found, as expected, once in the entire genome. We annotated the widely distributed TPP riboswitch, capable of binding thiamine pyrophosphate and thereby regulating genes that are in charge of the thiamine balance. We could also identify more RNA elements located in the UTRs of mRNAs, being directly involved in the regulation of gene expression (3 copies of *IRE* – controlling iron responsive proteins, CAESAR – controlling tissue growth factor CTGF, DPB – controlling DNA polymerase β), localization of mRNAs (Vimentin3), DNA replication (four copies of the *Y RNA* gene, and Telomerase RNA TERC) or of unknown function (12 vault RNAs). Additionally, ncRNAs responsible for editing certain mRNAs have also been found (two copies of Antizyme FSE, one U1A polyadenylation inhibition element (PIE), 26 Potassium channel RNA editing signals (KRES), and six copies of *GABA3*). Two promising candidate long non-coding RNAs (lncRNAs), SPYR-IT1 and MEG8, were also included in the annotation, even though we were not able to identify all of their exons. Two vague candidates for XIST and MALAT can be viewed in the supplemental material. 

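Additional file 1 lists 42 loci of this RNA, 51 to 59 bp long, of which 31 lie on synteny groups and 11 on scaffolds that are not placed. They are spread over 22 sequences, with 9 loci on sgr19 and 4 each on sgr07 and sgr16. Counting loci whose starts are at most 10 kb apart once, an alternative added after the files were seen, left 37. The copies are listed without read numbers in the file. In its filter field 1 locus carries the mark !, 30 carry X, 10 carry P and 1 carries B, and the file does not explain these marks.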

The MALAT-derived masc and men RNA gene was clearly detected in 42 copies throughout the genome of *N. furzeri*.

### Mapping and miRNA prediction results

For the identification of putative miRNA genes, we used five methods, each following a different prediction approach (BLAST, CID-miRNA, Infernal, GoRAP, miRDeep*) and *Blockbuster* as verification (see Fig. 1 for an example).

**Fig. 1:**
A three-dimensional PCA plot of the *N. furzeri MZM* small RNA-Seq libraries of all three tissues (brain – *red*, liver – *green*, *blue* – skin) and all investigated ages (from light to dark: 5, 12, 20, 27, 39 weeks). Whereas the samples cluster well according to their tissue belongings, a distinct separation regarding the ages can only be observed for the youngest samples in each tissue. A PCA plot of the *GRZ* strain, can be found in Supplement Table 2

The five tools identified 71, 33, 407, 209, 490 miRNA candidates, respectively (Fig. 2 shows the variety and the overlap of the different tools). All predictions were merged, and redundant loci were removed (for details, see Methods section). Of the remaining 788 candidate miRNAs, 617 (78.3%) showed expressions and were verified by *Blockbuster* and then manually verified for the correct mapping of the reads on the predicted precursor, with rectencular peaks corresponding to the mature 5p and/or 3p separated by a short gap devoid of mapped reads, while cases with more extended mappings were excluded. 

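The embryo libraries are part of the libraries in which expression was looked for, and the brain, liver and skin libraries were not analysed here. Of the 754 pre-miRNAs with deposited values, 154 (20.4%) were called in at least 1 of the 7 embryo libraries. The number per library ranged from 17 to 117 with a mean of 93.1 ± 35.5 (SD, n = 7). Of the 154 pre-miRNAs, 13 were called in all 7 libraries, 57 in every library except 24hpf, and 32 in a single library. The 13 called in all libraries comprise mir-10, mir-25, mir-30, mir-146, mir-158, mir-462, mir-2916, mir-3596, a mir-430 locus, 2 mir-92 loci, 1 locus named after the snoRNA SNORD50 and 1 locus without a gene name. These are the names in the embryo files. Additional file 2 names the mir-3596 locus let-7 and the mir-462 locus mir-337. Of the pre-miRNAs called, 139 have a pre-miRNA line under their number in Additional file 2 and 15 have none. The count depended most on the number of libraries asked for, since a call in each of the 7 libraries in place of any library left 13 pre-miRNAs. With each library left out in turn, 144 to 154 pre-miRNAs remained. The paper reports candidates that showed expression and were checked with Blockbuster. It then describes an inspection by eye for peaks of a mature 5p or 3p miRNA on the precursor.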

By this, 34 (4.3%) candidates were removed, all predicted by miRDeep*. 

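In the embryo libraries, 600 of the 754 pre-miRNAs had the value 0 throughout, 500 of them with a gene name in the deposited files and 100 without one. Calls were made for 143 of the 643 pre-miRNAs with a gene name (22.2%) and for 11 of the 111 without one (9.91%), an odds ratio of 2.6 (Fisher's exact test across pre-miRNAs, p = 0.00211). Pre-miRNAs are not independent replicates, since copies of a family can share reads. Among the alternatives, keeping only gene names with a single locus, which was added after the files were seen, moved the odds ratio most, to 3.83. A value of 0 means that no call was made at an unknown depth, and not that the pre-miRNA is absent. The paper reasons that candidates without reads can be kept because they rest on conserved miRNA genes that were described before.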

Candidates showing no expression in any of the sequenced small RNA-Seq libraries were still kept as putative miRNAs, since they were predicted based on conserved and already characterized miRNA genes. 

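Additional file 2 gives 754 lines for pre-miRNAs on the scaffolds and synteny groups (sgr) of the N. furzeri draft genome, with 751 different identifiers and 753 different loci. The line of nfu_pred_186 appears in duplicate, and counting it once gives 753 pre-miRNAs. The pre-miRNAs are 43 to 165 bp long with a median of 88 bp, and 665 lines carry a gene name while 89 do not. There are 875 lines for mature miRNAs, of which 815 are 21 to 23 nt long. The files of the embryo libraries also hold 754 pre-miRNAs, numbered up to 754, while the numbers in Additional file 2 run up to 831. The lists of pre-miRNAs share 678 numbers, of which 539 carry the same gene name in both, 82 carry none in either and 57 carry different names. The other 76 numbers of the embryo files have no pre-miRNA line in Additional file 2 (1 of them, a mir-25, has mature lines only), and 12 of them are named mir-7641, 8 mir-6236 and 7 mir-8915, while 28 have no gene name. In turn, 73 numbers of Additional file 2 are not in the embryo files, all of them above 754. The numbers up to 754 follow the order along the genome, and the last of them lies among the mir-430 loci of sgr17. No locus of the embryo files that could be joined lies on sgr18 or sgr19, so calls on these synteny groups are not known.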

In total, we predict a final amount of 754 miRNAs in *N. furzeri* by union of these methods (see Additional file 2).

**Fig. 2:**
Annotation, expression profiles and prediction comparison for miR-499.We annotated the pre-miR-499 on sgr09, position 55,926,017–55,926,134 and the two mature miRNAs at 55,926,048–55,926,069 and 55,926,085–55,926,106. The six methods used for miRNA detection are displayed, *CID-miRNA* was not able to detect this miRNA. Tools working independent of the small RNA-Seq data *BLAST* (*cyan*), *Infernal* (*olive green*) and *goRAP* (*orange*) vary in their annotation length. The latter two programs are based on covariance models, identifying mostly the complete pre-miRNA. The remaining two programs miRDeep* and *Blockbuster* are based on small RNA-Seq data (*) and therefore accurately annotate the mature miRNAs. MiR-499 is expressed weakly within *N. furzeri MZM* 12 month liver library and therefore could not be detected by miRDeep* and *Blockbuster*. In the *N. furzeri MZM* 12 month brain library, miR-499 was expressed strongs enough to be detected by both programs

Most of the small RNA-Seq reads (up to 88.81%) mapped onto the identified 754 miRNAs. Interestingly, the number of miRNA related reads varies broadly between the tissue samples (see Table 2). Possibly, this difference correlates with different regenerative capacities of these tissues. Mature brain cells are hardly proliferating, whereas liver cells are constantly renewed [17, 43, 58]. This regeneration might be additionally under the control of certain yet unknown tissue specific miRNAs. About half of the miRNA annotations are overlapping genes coding for proteins and are therefore intragenic. A minor fraction of reads (see Table 2) maps to other ncRNAs and proteins. Whereas 333 of the predicted miRNAs can be assigned to one of the known miRBase families, based on sequence identity, 421 miRNAs did not match any known family and can therefore be considered as novel or non-conserved miRNAs (for details see Table 3).

**Table 2:** Total number of genes known in *N. furzeri* and number of ncRNAs covered by small RNA-Seq reads and percental distribution of reads for brain, skin and liver of *N. furzeri*. See Supplement Table 1 for more details and Table 4 for details about the read libraries

	Total	Brain		Skin		Liver	
miRNA	754	470	88.81%	438	75.01%	368	58.10%
tRNA	570	293	0.35%	361	1.33%	361	4.27%
rRNA	48	37	1.73%	43	3.61%	43	6.97%
ncRNA	250	136	0.09%	217	0.15%	204	0.41%
protein*	22,627	0	6.60%	0	4.59%	0	6.35%
none			2.42%		15.31%		23.90%
sum	24,125	936	100%	1059	100%	976	100%

Asterisks indicates annotation of protein-coding genes from NCBI. ncRNA – all ncRNAs except miRNA, tRNA and rRNA; none – reads mapping to non-annotated genomic areas

**Table 3:** Amount of annotated miRNAs, identified miRNA clusters and the number of miRNAs in clusters, as well as known conserved and non-conserved miRNA families in *N. furzeri* (Nfu), *D. rerio* (Dre), *O. latipes* (Ola), *G. aculeatus* (Gac) and *T. rubripes* (Fru)

Species	#miRNAs	#miRNA clusters	#miRNAs in clusters	#mirBase families	#unknown familes
nfu	754	83	213	94 (333)	383 (421)
dre	765	96	305	99 (307)	302 (458)
ola	366	58	151	104 (269)	55 (97)
gac	504	68	299	102 (413)	63 (91)
fru	337	59	143	99 (278)	51 (59)

In brackets, the amount of miRNAs associated to the identified miRNA families are given. For detailed lists of miRNA family assignments, see Supplement Table 4

The age-dependent expression of the following miRNAs was previously demonstrated by qPCR: tni-miR-15a, tni-miR-101a, tni-miR-101b, dre-miR-145, hsa-miR 29c-1 (100% identical to dre-miR-29a), hsa-let-7a-5p, hsa-miR-124a-1, hsa-miR-1-2, olamiR-21, ola-miR-183-5p and, from cluster dre-miR-17a/18a/19a, and dre-miR-20a (the used primers were Qiagen miScript primer). Expression changes detected by sequencing were validated on an independent set of specimens. All 13 miRNAs showed concordant changes in their expression, of which six reached statistical significance [2]. The expression of the following miRNAs in the brain was confirmed by in situ hybridisation using LNA probes (Exiqon): miR-9, miR-124 [63] and miR-15a, miR-20a [64].

### Target prediction of the miRNA candidates

In order to get a first insight of the potential regulatory functions of our putative miRNA genes, we performed a target prediction based on the miRNA seed regions and the aligned homologous 3′-UTR mRNA regions of *N. furzeri* and *D. rerio*. Additionally, we repeated this target prediction analysis, including homologous 3′- UTR mRNA regions of *M. musculus* and *H. sapiens* to have a more conservative target list for each miRNA candidate, since in silico miRNA target predictions tend to have a high number of false positive results [48]. Using only the two fish 3′-UTR alignments, we predicted for 438 of our miRNA candidates potential mRNA targets with a median of 47 putative targets per miRNA. With our more conservative approach, still 419 miRNA candidates showed targeting potential with a median of 25 putative targets per miRNA. To further examine these potential targets, we calculated enrichment scores of miRNA binding sites in already known sets of down-regulated genes in the brain of *N. furzeri* during aging [3] and in different tissues between young and very old *N. furzeri* individuals [50]. In the first study, both clusters, containing genes with decreasing activity during aging, show a significant enrichment of miRNA targets (cluster1: *p* = 8.67^−25^; cluster5: *p* = 1.78^−5^). For all three investigated tissues in the second study, we also found a significant enrichment of miRNA target sites within the downregulated genes (brain: *p* = 6.19^−32^; liver: *p* = 7.72^−17^; skin: *p* = 1.49^−9^). Additionally, we identified single miRNA candidates, whose targets were enriched in any of the above-mentioned gene sets (for details, see online supplement section *miRNA target prediction*). We found e.g., *miR-10*, *miR-29* and *miR-92* showing potential to be significantly involved in the down-regulation of genes in the aging brain of *N. furzeri*, like cell cycle regulators (*ccne2* [22], *nek6* [38], *cdk13* [42]) or cancer related genes (*mycn* [8, 12], *vav2* [13, 28]), both processes involved in aging.

### Effects of tissue and age on global miRNA expression

We used principal component analysis (PCA) to visualize the effects of tissue type and age on the global miRNA expression (see Fig. 3). A strong component of tissue-specific expression was detected and samples corresponding to different tissues clustered tightly and widely apart in the plane defined by the first two principal component axes (collectively accounting for 77% of variance). Remarkably, the third principal component axis (3% of variance explained) identifies an age-dependent component of miRNA expression that is common to all three tissues with the youngest samples (5 weeks), clearly separated from the rest. A detailed analysis of age- and tissue-dependent miRNA expression, including embryonic development, will be part of a separate publication.

**Fig. 3:**
Venn diagram of predicted miRNA genes from four tools miRDeep*, *Infernal*, *goRap* and *BLAST*. Only 2 of the 33 candidates predicted by *CID-miRNA* overlapped with any of the other miRNA candidates. Nevertheless, all 33 candidates were selected as miRNAs after manual inspectations. The total number of miRNA predictions after and before applying any filtering step are shown in *brackets* for each tool

### miRNA expression in closely related killifish

To compare and validate the miRNA composition in *N. furzeri*, we created for each of the six related killifish species two small RNA-Seq libraries (see Table 4). These libraries were mapped simultaneously on all available miRBase (release 21) sequences and our annotated miRNAs of *N. furzeri* to observe *N. furzeri* miRNA candidates expressed in other killifish and conserved miRNAs possibly missing in *N. furzeri* but not in the closely related species. In total, 546 (93.7%) of the 583 expressed and 17 (9.9%) of the 171 non-expressed miRNA candidates in *N. furzeri* showed expression in at least one of the related killifish (Fig. 4 shows a miRNA not expressed in *N. furzeri* but in several of the other killifish). Of these expressed miRNAs, 299 belong to the 421 non-conserved *N. furzeri* miRNA genes. To investigate whether miRNA sequences reflect known phylogenetic relationships, we concatenated the sequences of all expressed miRNAs and constructed a phylogenetic tree. This tree perfectly reflected the evolution of the *Nothobranchius* lineage [16]. It is also interesting that the number of *N. furzeri* miRNAs expressed in other killifish species (indicated above the branch in Fig. 5) is inversely correlated to the evolutionary distance, i.e., this number is higher for killifish the closer they are related to *N. furzeri*. *A. striatum*, *N. korthausae*, *N. pienaari*, *N. rachovii*, *N. kunthae* and *N. kadleci* showed expression for 352, 428, 488, 473, 496 and 534 miRNAs, respectively. Most of these expressed miRNAs (>89%) are among the 333 conserved miRNAs of *N. furzeri* (see Supplement Table 3). The composition of expressed miRNAs from the six killifish varies only marginally. The *Nothobranchius* species (except *N. furzeri*) had in total 395 expressed miRNAs in common (of which 148 are non-conserved), and *A. striatum* expressed 324 of them (of which 116 are non-conserved). These 324 miRNAs represent a core of miRNAs from *Nothobranchiidae*, whose origin predates the emergence of annualism in this clade.

**Table 4:** SmallRNA-Seq samples from *Nothobranchius* strains generated in this study. * – unknown; # – number of replicates; + − two weeks post-fertilization plus diapause

Species	Tissue	Age	No. library	#
*N. furzeri MZM*	whole embryos	diapause II^+^	7	7
*N. furzeri MZM*	brain, liver, skin	5, 12, 20, 27, 32, 39	75	4–5
*N. furzeri GRZ*	brain, liver, skin	5, 7, 10, 12, 14	75	5
*A. striatum*	brain	*	2	2
*N. kadleci*	brain	*	2	2
*N. rachovii*	Brain	*	2	2
*N. pienaari*	Brain	*	2	2
*N. kunthae*	Brain	*	2	2
*N. korthausae*	brain	*	2	2

**Fig. 4:**
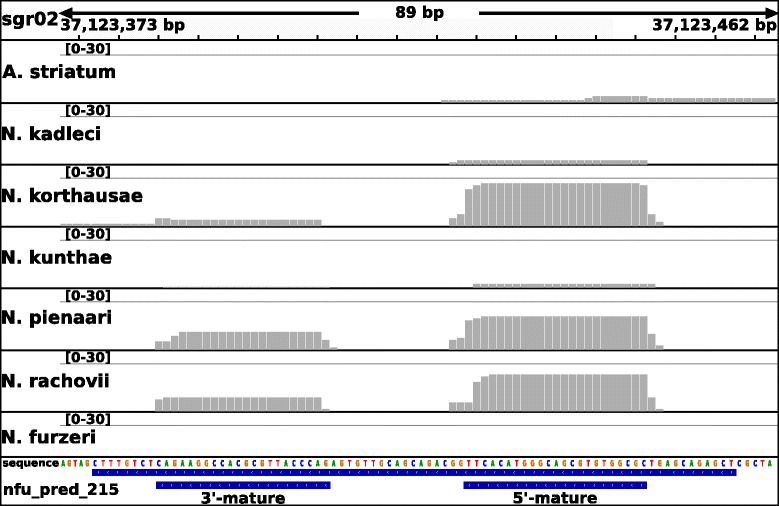
Expression profiles of the predicted miR-215. Gray bars indicate the number of aligned reads and therefore coverage at the specific positions. Whereas no expression can be observed for this miRNA in *N. furzeri*, clear activation can be seen in *N. korthausae*, *N. pienaari* and *N. rachovii*. *A. striatum*, *N. kadleci* and *N. kunthae* show a weak expression for at least the 5′-mature variant of this miRNA

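The locus drawn in Fig. 4, nfu_pred_215, lies on sgr02 from 37123377 to 37123457 on the minus strand of the draft genome and is 81 bp long. Additional file 2 lists it without a gene name and without a mature form, and its name in the embryo files is also that of a prediction only. It had the value 0 in all 7 embryo libraries (2 MZM-0403, 5 MZM-0410), and the sum of its calls stayed at 0 whichever library was left out. The depth behind these values is unknown, so a low number of reads would not have been detectable. The brain libraries of the other killifish species shown in Fig. 4 were not analysed here. The paper contrasts the missing reads in N. furzeri with the reads of N. korthausae, N. pienaari and N. rachovii at this locus.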

**Fig. 5:**
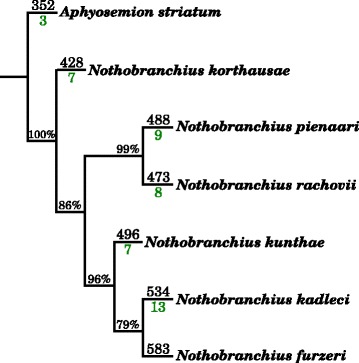
Killifish phylogeny based on the expressed miRNAs calculated via hierarchical clustering using the R package *pvclust* [55]. Bootstrap values are given as percentages at the corresponding branches. The amount of identified expressed miRNAs is given next to the species names. The numbers in *green* indicate the number of these expressed miRNAs, which were annotated but not expressed in any of the sequenced *N. furzeri* samples

### miRNA clusters and gene duplications

MiRNAs are known to often occur in clusters [24]. We define a miRNA cluster to consist of at least two miRNAs, with a maximum distance of 10 kb. 

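Clusters were called again from the coordinates of the 754 pre-miRNA lines of Additional file 2, by joining neighbours on the same scaffold or synteny group whose starts lie at most 10 kb apart on either strand. This gave 83 clusters with 213 miRNAs for N. furzeri. There were 64 clusters with 2 miRNAs, 12 with 3, 4 with 4, 2 with 6 and 1 with 21. Of the 83 clusters, 77 have at least 2 members in the embryo files. The remaining clusters lie on sgr17 and sgr19, past the last locus of the embryo files, and count as not called. Counting a member as called when any embryo library called it, at least 1 member was called for 39 clusters, at least 2 members for 20 clusters and every member for 13 clusters. The number of clusters moved most with a maximum distance of 50 kb, to 96 clusters with 248 miRNAs, while 5 kb gave 74 clusters with 191 miRNAs. The numbers for the other fish species rest on genomes that were not analysed here.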

Examining the localization and distances of the miRNA genes in the five fish species with assembled genomes, we identified 83, 96, 58, 68 and 59 different clusters in *N. furzeri*, *D. rerio*, *O. latipes*, *G. aculeatus* and *T. rubripes*, respectively (see Table 3, Fig. 6a).

**Fig. 6:**
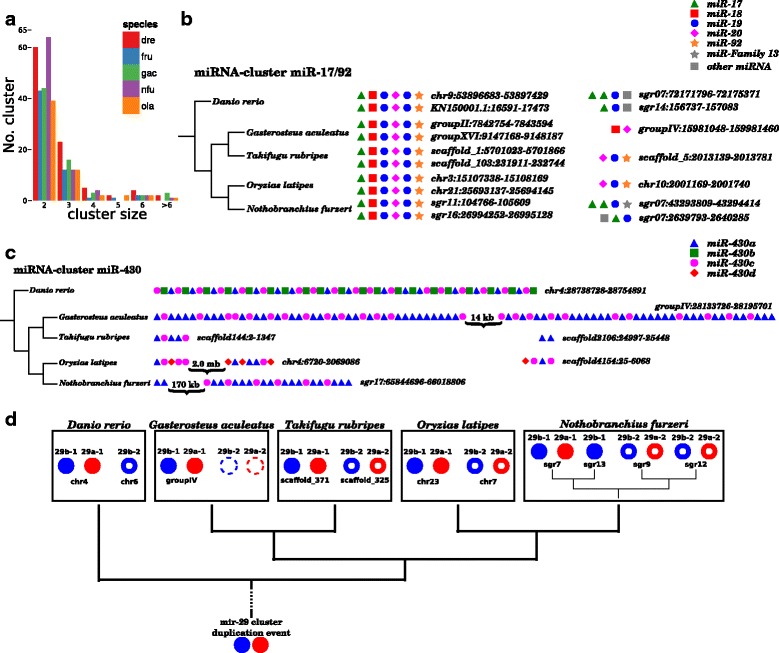
MiRNA cluster comparison between fish. **a** Amount of clusters and their respective sizes with a maximum distance of 10,000 bp between two miRNAs. (nfu - *Nothobranchius furzeri*, dre - *Danio rerio*, ola - *Oryzias latipes*, gac - *Gasterosteus aculeatus*, tru - *Takifugu rubripes*). **b** Structure comparison of the miR-17/92 cluster. Two highly conserved clusters could be identified for each species, as well as some smaller less conserved clusters, containing at least two miRNAs of the miR-17/92 cluster. **c** Structure comparison of the miR-430 cluster. No structural similarity between the different species can be observed. However, *D. rerio*, *G. aculeatus* and *N. furzeri* show some distinct but individual repeating pattern. Even though the gene variants miR-430b and miR-430d seem to be unique to *D. rerio* and *O. latipes*, they can be clearly distinguished, based on sequence alignments. **d** After the ancestral duplication event, the mir-29 cluster is distinguished in the mir-29a/b-1 (*filled red* and *blue dots*) and the mir-29a/b-2 cluster (*red* and *blue circles*). Whereas for *D. rerio* the mir-29a-2 gene seems to be lost, we assume that for *G. aculeatus* the whole second mir-29 cluster (*dashed circles*) is only missing, because of the low quality genome sequencing and assembly. In *N. furzeri* we observe an additional copy for each of the two clusters, except that the mir-29a/b-1 pair was only partially duplicated or the second mir-29a-1 gene was lost again

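The largest of the N. furzeri clusters lies on sgr17 from 66014809 to 66018806 and holds 21 pre-miRNAs, all named mir-430 in Additional file 2 and all on the plus strand. The next largest clusters have 6 members each. Additional file 2 lists 28 mir-430 pre-miRNAs in all, 23 on sgr17, 2 on scaffold00364, 2 on scaffold03726 and 1 on sgr06. Of the 23 on sgr17, 2 lie 169.6 kb upstream of the cluster, measured between starts, and are drawn together with it in Fig. 6c. The embryo files hold 19 of the 21 members, and 1 of these, nfu_pred_749, was called in 6 of the 7 libraries. The lack of calls at the others does not show that they are not expressed, since the sharing of reads among near-identical copies is not known. No alternative changed the size of the cluster, which was 21 with a maximum distance of 5 kb and of 50 kb alike.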

In all investigated fish species but *T. rupripes*, the largest cluster is the miR-430 cluster (containing 7 to 55 miRNAs; see Fig. 6c). This cluster is extremely divergent and evolving relatively quickly in each lineage. Not only the number of miR-430 copies within each cluster varies greatly but also the number and organization of the members of this miRNA family. Whereas miR-430a and miR-430c can be found in all five fish species, miR-430b and miR-430d seem to occur only in *D. rerio* and *O. latipes*, respectively. Additionally, no structural similarities or shared repetition patterns can be observed for this miRNA cluster, which is an additional indication of the low purifying selection on this specific gene cluster. However, a clear duplication pattern can be observed for the miR-430 cluster in *D. rerio* (the order miR-430c/b/a is repeated with only a few exceptions) and *N. furzeri* (the order miR-430c/a/a/c/a/a/a is repeated). 

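The repeat in N. furzeri can be followed in the coordinates of the 21 mir-430 pre-miRNAs on sgr17 (66014809 to 66018806, plus strand), which Additional file 2 lists without the letters of the variants. Neighbouring starts are 94 to 520 bp apart. From each pre-miRNA to the seventh after it the distance was 1459.5 ± 19.5 bp (SD over 14 distances, from 1444 to 1526 bp), with a median of 1456 bp and 12 of the 14 distances within 10 bp of it. The coefficient of variation of these distances was 1.34%, against 12.7% for a step of 6 pre-miRNAs and 7.35% for a step of 8. The length of the pre-miRNA was the same at both ends of the step for 10 of the 14 pairs at a step of 7. It was the same for 1 of 15 at a step of 6 and for 0 of 13 at a step of 8. Equal lengths were not limited to a step of 7, with 7 of 16 pairs at a step of 5 and 7 of 19 at a step of 2. Measured between the ends in place of the starts, an alternative added after the files were seen, the median was 1457 bp. The paper reads the repeated order of the variants c and a as a duplication pattern of the cluster.

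**Figure D2:**
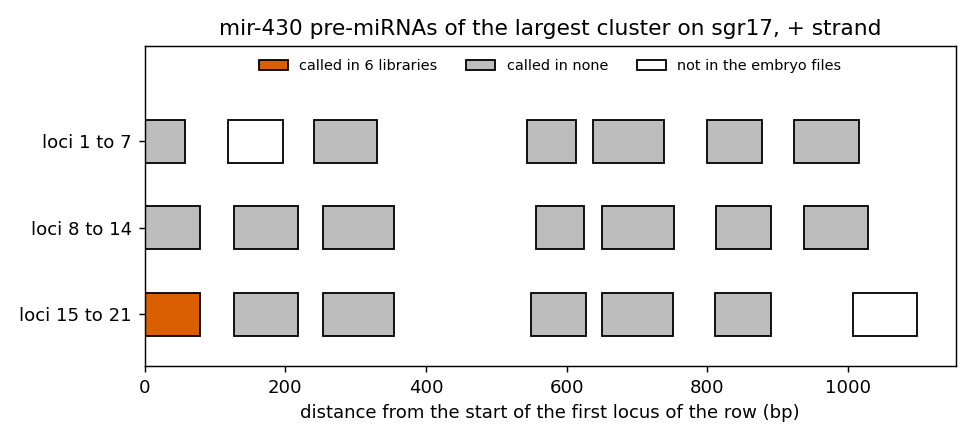
Positions of the 21 mir-430 pre-miRNAs of the largest cluster on sgr17, drawn to scale with 7 pre-miRNAs per row, each row starting at its first pre-miRNA (x axis in bp). Boxes are pre-miRNAs, coloured by calls in the embryo libraries; the boxes of the 3 rows lie nearly below each other.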

For *O. latipes* and *G. aculeatus*, the order of miR-430 variants appears to be more random, and *T. rubripes* has too few copies to show any repeated pattern.

Figure 6b depicting the miR-17-92 cluster shows an example of the other extreme: in all five investigated fish species, two perfectly conserved clusters can be found. 

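In N. furzeri the conserved clusters lie on sgr11 from 104766 to 105609 and on sgr16 from 26994252 to 26995128, both on the plus strand, with 6 pre-miRNAs each over 844 and 877 bp. Additional file 2 gives both the same order of families, mir-17, mir-17, mir-19, mir-17, mir-19 and mir-92. The mir-17 family here includes the members drawn as miR-18 and miR-20 in Fig. 6b. The spacing is not shared, and the second pre-miRNA starts 127 bp after the first on sgr11 and 293 bp after it on sgr16. In the embryo libraries 9 of the 12 loci were called, 4 of 6 on sgr11 and 5 of 6 on sgr16. The mir-92 locus of each cluster was called in all 7 libraries. On sgr11, the first mir-19 and the third mir-17 locus were called in 6 libraries, and on sgr16 the first mir-17 and both mir-19 loci were. Between 2 loci (24hpf) and 8 loci (index1 and index5) were called per library. The largest change came from asking for calls in at least 2 libraries, which left 7 of the 9 loci. The paper describes these clusters as perfectly conserved among the fish species it compares, and says the same of the order of their members.

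**Figure D3:**
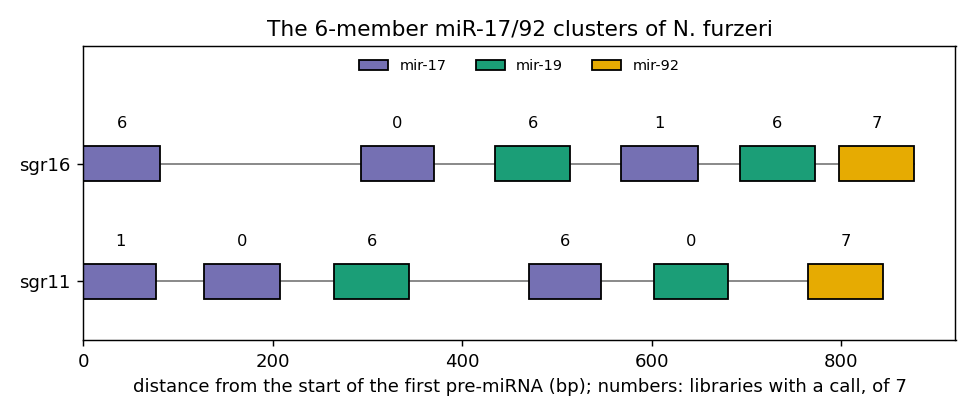
The miR-17/92 clusters on sgr11 and sgr16, drawn to scale from the start of the first pre-miRNA (x axis in bp). Boxes are pre-miRNAs coloured by family, and the number above a box is the number of the 7 embryo libraries that called it; mir-92 has 7 in both clusters.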

These represent a duplication of an ancestral cluster present in all vertebrates, and the order of the different members is perfectly conserved. It is known that the miR-17-92 cluster is transcribed polycystronically and acts in oncogenic and tumor suppressor pathways [23, 57]. Furthermore, up to two smaller and lesser conserved clusters, containing at least two miRNAs of the miR-17 or miR-92 family, were identified per fish species, similar to what is known for mammals. 

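For N. furzeri, the smaller clusters of this kind lie on sgr07, both on the minus strand. The cluster from 43293809 to 43294414 holds mir-25, mir-19 and 2 mir-17 pre-miRNAs, and that from 2639793 to 2640285 holds mir-19, mir-17 and mir-186. In the embryo libraries 6 of the 7 loci were called, namely mir-25 in 7 libraries, mir-19 in 2 and a mir-17 locus in 6 for the first cluster, and all 3 members in 6 libraries for the second. All 6 loci stayed in when calls in at least 2 libraries were required or any library was left out. The paper sets these clusters beside those known for mammals.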

Having correctly identified this highly conserved cluster in *N. furzeri* is again good evidence for the high quality of its newly assembled genome and completeness of our miRNA catalogue.

Another example for an evolutionary conserved miRNA cluster is the miR-29 cluster depicted in Fig. 6d. Mir-29 family members are up-regulated during aging in a variety of different tissues including muscle, skin, brain and aorta [2, 18, 46, 54, 56, 66] and appear to be key regulators of age-dependent gene expression [6, 51]. This cluster consists of miR-29a (which is identical to the mammalian miR-29c) and its variant miR-29b and is duplicated at least once. In some fish species, an additional variant miR-29c is known, which is identical to the miR-29a in mammals, with one nucleotide being different outside the seed region [40]. As from RFAM (version 12.1) and miRBase (release 21), miR-29 genes are mainly identified in vertebrates as well as one *Hemichordata* and one *Arthropoda*, so we can only speculate that the original cluster duplication event arose in the early metazoa lineage. In *O. latipes* and *T. rubripes*, both miR-29 clusters are still present, whereas *D. rerio* seems to has lost one copy of the miR-29a gene. For *G. aculeatus*, we were only able to identify one miR-29 cluster. However, since its genome assembly is incomplete, we assume that the second cluster may not be lost but is missing in the current version of its miRNA annotation. Interestingly, in *N. furzeri*, we identified an additional miR-29a/b pair and a fourth single copy of miR-29b. 

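Additional file 2 lists 7 mir-29 pre-miRNAs, in 3 pairs and 1 single locus. The pairs lie on sgr07 (61407874 to 61408121, minus strand, starts 141 bp apart), on sgr09 (20717794 to 20718109, plus strand, 208 bp apart) and on sgr12 (7130341 to 7130654, minus strand, 233 bp apart). The single locus lies on sgr13 from 12938317 to 12938419 on the minus strand. The embryo files name 6 of these loci mir-3556 or mir-3556b and only the locus on sgr12 from 7130574 to 7130654 mir-29. In the embryo libraries 2 of the 7 loci were called. The sgr12 locus from 7130341 to 7130446 was called in the MZM-0410 libraries index1, index4, index5 and no37, and the sgr09 locus from 20717794 to 20717900 in som, index1 and index5. The other 5 loci had no call in any library, at a depth that is not known. These 2 loci stayed the called ones under every alternative, including a call in at least 2 libraries. From the pair and the single copy beyond the clusters found in other fish, the paper goes on to discuss further duplication and loss of mir-29 genes.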

Assuming a complete genome assembly, different scenarios could explain this finding: (1) both original miR-29 clusters were individually duplicated once more, and the fourth miR-29a gene was later lost, (2) one of the two clusters was duplicated as a whole, whereas in the other only miR-29b was copied or (3) both original clusters were duplicated during the same event, and again one of the miR-29a genes was later lost.

About the same amount of different miRBase miRNA families could be identified for all five fish species, despite their big differences in the number of identified miRNA genes. All miRNA genes not matching any known mirRBase family were clustered based on their sequence identity in order to estimate the amount of miRNA ‘families’ not covered by the miRBase database (see Table 3 and Supplement Table 4).

## Conclusion

This study involves a multitude of small RNA-Seq libraries from several tissues, ages, strains and embryos of *N. furzeri* and closely related species. The aim was the characterization of the *N. furzeri* miRNome and a detailed annotation in the recently published genome [50]. The inclusion of other killifish species allowed us to analyze the occurrence of novel miRNAs in the group of annual fish. Due to the fact that we identified roughly the same number of miRNAs in *N. furzeri* as known in *D. rerio* and both fish species share almost equal amounts of miRBase families and unknown miRNA families, we assume that our miRNA catalogue is comparable to the one of the model organism *D. rerio*.

## Methods

### RNA extraction

Animal maintenance was performed as described [59, 60]. To avoid effects of circadian rhythms and feeding, the animals were always sacrificed at 10 a.m. in a fasted state. Animals were sacrificed by an overdose of anesthetics in accordance with the Annex IV of the EU directive 2010/63. They were placed approx. 5–10 min in a methanesulfonate (MS222) solution at a concentration of 1 mg/ml in buffered ethyl 3-aminobenzoate methanesulfonate without prior sedation and observed until no vital signs (body and operculum movement, righting reflex) appeared. At death, animals were transferred on crushed ice, decapitated and organs were harvested. The protocols of animal maintenance and experiments were approved by the local authority in the State of Thuringia (Veterinaer- und Lebensmittelueberwachungsamt). Total RNA was extracted as described [2]. The RNA quality and amount was determined using the Agilent Bioanalyzer 2100 and the RNA 6000 Nano Kit (Agilent Technologies).

### Small RNA library preparation and sequencing

The library preparation and sequencing was done using *Illumina‘s* NGS platform [5]. One μg of total RNA was used for the library preparation, using *Illumina‘s* TruSeq small RNA sample preparation kit, following the manufacturer‘s instruction. The libraries were quantified on the Agilent DNA 1000 chip and subjected to sequencing-by-synthesis on an *Illumina* HiSeq2500 in high-output, 50 bp single-read mode. Sequencing chemistry v3 was used. The read data were extracted in FastQ format, using the Illumina supported tool *bcl2fastq* (v1.8.3 and v1.8.4). 

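The names of the embryo libraries give lane 1 for 3 of them (MZM-0403 som and 24hpf, MZM-0410 no37) and lane 7 for the other 4, all MZM-0410. The text of the paper and its Additional files 1 and 2 do not say which 3 were run on the other instrument. Supplement Tables 1 and 2, to which the paper refers for details of the libraries, were not read here. The lane in the name is therefore used as the only technical batch. The lane 1 libraries had 108, 17 and 89 calls and the lane 7 libraries 117, 91, 117 and 113. A mir-190 locus on sgr01 was called in all 4 lane 7 libraries and also in som. The mir-190 locus on sgr13 was the single pre-miRNA called in all 4 lane 7 libraries and in no lane 1 library. None was called the other way round, for which a call in 24hpf, with its 17 calls, would be needed. The number of pre-miRNAs that separated the lanes in this way rose most, to 7, when only the MZM-0410 libraries were compared, with 1 library on lane 1, and likewise when som was left out, with 2 libraries on lane 1.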

The only exceptions were three of the *N. furzeri* embryo samples, which were sequenced on an Illumina HiSeq2000 in 50 bp single-read mode and where read data was extracted in FastQ format using the tool *CASAVA* (v1.8.2). The sequencing resulted in around 4–50 million reads per sample with pooling eight samples per lane.

In total, 169 small RNA-Seq libraries from seven different killifish species were created. 157 of them were obtained from *N. furzeri* strains *GRZ* and *MZM-0410* at several ages from the three tissues brain, liver and skin. The remaining RNA-Seq libraries obtained from *Aphyosemion striatum*, *N. kadleci*, *N. rachovii*, *N. pienaari*, *N. kunthae* and *N. korthausae* were used to identify expression patterns at predicted miRNA locations in *N. furzeri* and miRbase pre-mature miRNA sequences. For details see Table 4, Supplement Table 1 and Supplement Table 2.

### Small RNA-Seq library processing and mapping

In-house scripts were used to cut the RA3 adapter of the TruSeq small RNA preparation kit (5′-TGGAATTCTCGGGTGCCAAGG) from the reads. Additionally, *PRINSEQ* (v0.20.3) [52] was used to trim the reads from both sides in order that the read bases had a minimum quality of 20 and reads were at least 15 bases long. The mapping onto the *N. furzeri* genome was performed with segemehl (v0.2.0) [26] using the *-H 1* option, allowing single reads to be mapped to multiple best fitting locations. The visualization of mapped reads was done using *IGV* (v2.0.34) [62]. Since *Bowtie* (v1.0.0) [37] is the built-in method in miRDeep* for mapping, it was also used for the genomes of *N. furzeri*, *D. rerio*, *O. latipes* and *T. rubripes*.

### Genomes and annotations

The recently published high-quality draft genome assembly and annotation of *N. furzeri* and the small RNA-Seq libraries described above were used for mapping as well as for miRNA and other ncRNA predictions and annotations [50]. Additionally, these RNASeq libraries were also mapped on the following fish genomes: *Danio rerio* (GRCz10) [27], *Oryzias latipes* (HdrR) [31] and *Takifugu rubripes* (FUGU5) [29]. For the annotation comparison, the latest complete genomic information of those three fish and of *Gasterosteus aculeatus* (BROAD S1) [29] were downloaded from the ensembl database [14] Additionally, for miRNA target prediction, the recent genomes and annotations of *Homo sapiens* (GRCh38) and *Mus musculus* (GRCm38) from the ensemble database were used.

### ncRNA and miRNA annotation

Already characterized and conserved non-coding RNAs were annotated with *GoRAP 2.0*, which is based on the RFAM database, currently holding 2450 ncRNA families (v12.0) [44]. For an initial prediction of candidate miRNAs, a combination of five tools was used, each of them following a different annotation strategy: miRDeep* (v32) [1], *Infernal* (v1.1) [45], *BLAST* (v2.2.30) [9], *GoRAP* (v2.0, unpublished) and *CID-miRNA* (version from April 2015) [65]. A detailed description of the individual searches can be found below. All results were merged and putative miRNAs overlapping with genes of the recently published *N. furzeri* annotation were removed. The expression profiles of the remaining non-redundant candidate miRNA genes were analyzed automatically using *Blockbuster* (v1) [35] and in-house scripts in order to mark candidates that did not exhibit a typical miRNA expression profile (according to [30, 36]). All candidates were additionally manually examined and filtered by carefully checking the features of the potential hairpin secondary structure as well as the precise mapping of reads supporting the predicted precursor miRNA, leading to the final set of miRNA predictions.

#### miRDeep* search

Mappings of 39 MZM brain, 15 GRZ brain, 25 GRZ liver, 28 MZM liver, 3 MZM skin and 7 MZM embryo small RNA-Seq libraries were used on four different fish genomes (*N. furzeri*, *D. rerio*, *O. latipes*, *T. rubripes*) as input for miRDeep* (for a detailed list of used libraries, see Supplement Table 1). Predictions from all 117 mappings were pooled together in order to obtain a comprehensive representation of the miRDeep* results. To each predicted miRNA hairpin sequence, we assigned the average of the miRDeep* score computed across the multiple samples were the sequence was found. The merged non-redundant list of identified miRNA sequences was re-mapped with *BLAT* [32] on the *N. furzeri* genome, and only gap-free alignments were accepted. These loci underwent further filtering steps: (i) a hairpin sequence was considered reliable if it showed a *BLAT* hit (one mismatch allowed) in miRbase (release 20) [33] or a miRDeep* score equal or more than 7 and (ii) overlapping hairpin loci (i.e., within 100 nt) were discarded, and the sequence with the highest score was kept. Predictions where no hits in miRBase could be obtained were further analyzed based on their secondary structure. Therefore, corresponding sequences were extended by 50 nt on either side and were compared with Rfam using *Infernal*. All predicted loci that had a significant hit to a known miRNA secondary structure or no hit at all were kept, while loci hitting other ncRNAs were discarded.

#### Infernal search

For the *Infernal* search on the *N. furzeri* genome, 155 hand-curated pre-miRNA covariance models were used as input [7, 25] and only significant hits with a *p*-value of *p* < 0.005 were kept.

#### BLAST search

In order to identify candidates from the most conserved miRNA families, *blastn* was used with all mature and pre-mature miRNA sequences available on miRBase (release 21) [34]. Only non-redundant hits were kept if they spanned the complete sequences of their corresponding input miRNAs to at least 90% with no gaps allowed. To further reduce false positive hits, a stringent cut-off of *p* < 10^−7^ was chosen.

#### CID-miRNA search

Being based on a stochastic context-free grammar model to identify possible pre-miRNAs, *CID-miRNA* follows a similar approach as *Infernals* covariance models. The *N. furzeri* genome was given as input with the following thresholds: putative miRNAs have a length between 60 bp and 120 bp, and the grammar and structural cut-off were set to the recommended values of −0.609999 and 23, respectively.

### miRNA target prediction

To determine putative *N. furzeri* mRNA targets of the miRNA candidates the *TargetScan* tool was used [39]. As input the putative miRNA seed regions and the known 3′-UTR sites of all annotated mRNAs of *N. furzeri* as well as the ones from *D. rerio*, *M. musculus* and *H. sapiens* were used. The input files and the resulting output can be found in the online supplement. Enrichment scores of miRNA targets within different published sets of differentially expressed *N. furzeri* genes were calculated using the hypergeometric test:

$$ p- value=\frac{R!n!\left(N-R\right)!\left(N-n\right)!}{N!}{\sum}_{i=r}^{\mathit{\min}\left(n,R\right)}\frac{1}{i!\left(R-i\right)!\left(n-i\right)!\left(N-R-n+i\right)i} $$

where *N* is the total amount of known protein coding genes in *N. furzeri*, *R* the amount of differentially expressed genes of one of the given sets, *n* the number of protein coding genes with predicted miRNA target sites and *r* the size of differentially expressed genes with predicted miRNA target sites. Enrichment of individual miRNAs, being enriched in any of the gene sets, were calculated similarly, with *N* being the total amount of protein coding genes with predicted miRNA target sites and *n* the number of genes, showing a target site of the respective miRNA. The resulting *p*-values were adjusted using Benjamini and Hochbergs FDR approach and were considered significant if *p* was less than 0.05 [4].

## Additional files

Additional file 1: Annotation of all identified ncRNAs in Danio rerio in gff format. (DOCX 7 kb)

Additional file 2: Annotation of all identified pre-miRNAs and corresponding mature miRNAs in Danio rerio in gff format. (DOCX 48 kb)

## Abbreviations

*A. striatum*: *Aphyosemion striatum*
*D. rerio*: *Danio rerio*
Dre: *Danio rerio*
*G. aculeatus*: *Gasterosteus aculeatus*
Gac: *Gasterosteus aculeatus*
*H. sapiens*: *Homo sapiens*
Hsa: *Homo sapiens*
lncRNA: long non-coding RNA
*M. musculus*: *Mus musculus*
miRNA: microRNA
Mmu: *Mus musculus*
mRNA: messenger RNA
*N. furzeri*: *Nothobranchius furzeri*
N. kadleci: Nothobranchius kadleci
*N. korthausae*: *Nothobranchius korthausae*
N. kunthae: Nothobranchius kunthae
N. pienaari: Nothobranchius pienaari
*N. rachovii*: *Nothobranchius rachovii*
ncRNA: non-coding RNA
Nfu: *Nothobranchius furzeri*
*O. latipes*: *Oryzias latipes*
Ola: *Oryzias latipes*
PCA: Principal component analysis
rRNA: ribosomal RNA
*T. rubripes*: *Takifugu rubripes*
tRNA: transfer RNA
Tru: *Takifugu rubripes*
UTR: Untranslated region

## References

[1] An J, Lai J, Lehman ML, Nelson CC (2013). miRDeep*: an integrated application tool for miRNA identification from RNA sequencing data. Nucleic Acids Res..

[2] Baumgart M, Groth M, Priebe S, Appelt J, Guthke R, Platzer M, Cellerino A (2012). Age-dependent regulation of tumor-related microRNAs in the brain of the annual fish Nothobranchius Furzeri. Mech Ageing Dev.

[3] Baumgart M, Groth M, Priebe S, Savino A, Testa G, Dix A, Ripa R, Spallotta F, Gaetano C, Ori M (2014). RNA-Seq of the aging brain in the short-lived fish n. furzeri–conserved pathways and novel genes associated with neurogenesis. Aging Cell.

[4] Benjamini Y, Hochberg Y (1995). Controlling the false discovery rate: a practical and powerful approach to multiple testing. J Royal Stat Soc Ser B (Methodol).

[5] Bentley DR, Balasubramanian S, Swerdlow HP, Smith GP, Milton J, Brown CG, Hall KP, Evers DJ, Barnes CL, Bignell HR (2008). Accurate whole human genome sequencing using reversible terminator chemistry. Nature.

[6] Boon RA, Iekushi K, Lechner S, Seeger T, Fischer A, Heydt S, Kaluza D, Tr’eguer K, Carmona G, Bonauer A (2013). Microrna-34a regulates cardiac ageing and function. Nature.

[7] Braasch I, Gehrke AR, Smith JJ, Kawasaki K, Manousaki T, Pasquier J, Amores A, Desvignes T, Batzel P, Catchen J (2016). The spotted gar genome illuminates vertebrate evolution and facilitates human-teleost comparisons. Nat Genet.

[8] Brodeur GM, Seeger RC, Schwab M, Varmus HE, Bishop JM (1984). Amplification of n-myc in untreated human neuroblastomas correlates with advanced disease stage. Science.

[9] Camacho C, Coulouris G, Avagyan V, Ma N, Papadopoulos J, Bealer K, Madden TL (2009). BLAST+: architecture and applications. BMC bioinformatics.

[10] Cellerino A. Regulation of microRNA expression in the neuronal stem cell niches during aging of the short-lived annual fish Nothobranchius Furzeri. Regulatory RNAs in the Nervous System, 8 vol. 2014.10.3389/fncel.2014.00051PMC393085024600353

[11] Cellerino A, Valenzano DR, Reichard M (2016). From the bush to the bench: the annual Nothobranchius fishes as a new model system in biology. Biol Rev.

[12] Cheng JM, Hiemstra JL, Schneider SS, Naumova A, Cheung N-KV, Cohn SL, Diller L, Sapienza C, Brodeur GM (1993). Preferential amplification of the paternal allele of the n–myc gene in human neuroblastomas. Nat Genet.

[13] Citterio C, Menacho-M’arquez M, Garc’ıa-Escudero R, Larive RM, Barreiro O, S’anchez-Madrid F, Paramio JM, Bustelo XR (2012). The rho exchange factors vav2 and vav3 control a lung metastasis-specific transcriptional program in breast cancer cells. Sci Signal.

[14] Cunningham F, Amode MR, Barrell D, Beal K, Billis K, Brent S, Carvalho-Silva D, Clapham P, Coates G, Fitzgerald S (2015). Ensembl 2015. Nucleic Acids Res.

[15] Di Cicco E, Tozzini ET, Rossi G, Cellerino A (2011). The short-lived annual fish nothobranchius furzeri shows a typical teleost aging process reinforced by high incidence of age-dependent neoplasias. Exp Gerontol.

[16] Dorn A, Musilov’a Z, Platzer M, Reichwald K, Cellerino A (2014). The strange case of east african annual fishes: aridification correlates with diversification for a savannah aquatic group?. BMC Evol Biol.

[17] Fausto N, Campbell JS, Riehle KJ (2006). Liver regeneration. Hepatology.

[18] Fenn AM, Smith KM, Lovett-Racke AE, Guerau-de Arellano M, Whitacre CC, Godbout JP (2013). Increased micro-rna 29b in the aged brain correlates with the reduction of insulin-like growth factor-1 and fractalkine ligand. Neurobiol Aging.

[19] Giraldez AJ, Mishima Y, Rihel J, Grocock RJ, Van Dongen S, Inoue K, Enright AJ, Schier AF (2006). Zebrafish MiR-430 promotes deadenylation and clearance of maternal mRNAs. Science.

[20] Griffiths-Jones S, Bateman A, Marshall M, Khanna A, Eddy SR (2003). Rfam: an RNA family database. Nucleic Acids Res.

[21] Griffiths-Jones S, Grocock RJ, Van Dongen S, Bateman A, Enright AJ (2006). miRBase: microRNA sequences, targets and gene nomenclature. Nucleic Acids res.

[22] Gudas JM, Payton M, Thukral S, Chen E, Bass M, Robinson MO, Coats S (1999). Cyclin e2, a novel g1 cyclin that binds cdk2 and is aberrantly expressed in human cancers. Mol Cell Biol.

[23] He L, Thomson JM, Hemann MT, Hernando-Monge E, Mu D, Goodson S, Powers S, Cordon-Cardo C, Lowe SW, Hannon GJ (2005). A microrna polycistron as a potential human oncogene. Nature.

[24] Hertel J, Lindemeyer M, Missal K, Fried C, Tanzer A, Flamm C, Hofacker IL, Stadler PF (2006). The expansion of the metazoan microRNA repertoire. BMC Genomics.

[25] Hertel J, Stadler PF (2015). The expansion of animal microRNA families revisited. Life.

[26] Hoffmann S, Otto C, Kurtz S, Sharma CM, Khaitovich P, Vogel J, Stadler PF, Hackermüller J (2009). Fast mapping of short sequences with mismatches, insertions and deletions using index structures. PLoS Comput Biol.

[27] Howe K, Clark MD, Torroja CF, Torrance J, Berthelot C, Muffato M, Collins JE, Humphray S, McLaren K, Matthews L (2013). The zebrafish reference genome sequence and its relationship to the human genome. Nature.

[28] Jiang Y, Prabakaran I, Wan F, Mitra N, Furstenau DK, Hung RK, Cao S, Zhang PJ, Fraker DL, Guvakova MA (2014). Vav2 protein overexpression marks and may predict the aggressive subtype of ductal carcinoma in situ. Biomark Res.

[29] Jones FC, Grabherr MG, Chan YF, Russell P, Mauceli E, Johnson J, Swofford R, Pirun M, Zody MC, White S (2012). The genomic basis of adaptive evolution in threespine sticklebacks. Nature.

[30] Jung C-H, Hansen MA, Makunin IV, Korbie DJ, Mattick JS (2010). Identification of novel non-coding RNAs using profiles of short sequence reads from next generation sequencing data. BMC Genomics.

[31] Kasahara M, Naruse K, Sasaki S, Nakatani Y, Qu W, Ahsan B, Yamada T, Nagayasu Y, Doi K, Kasai Y (2007). The medaka draft genome and insights into vertebrate genome evolution. Nature.

[32] Kent WJ (2002). BLAT – the BLAST-like alignment tool. Genome Res.

[33] Kozomara A, Griffiths-Jones S (2010). miRBase: integrating microRNA annotation and deep-sequencing data. Nucleic Acids Res.

[34] Kozomara A, Griffiths-Jones S (2013). miRBase: annotating high confidence microRNAs using deep sequencing data. Nucleic Acids Res.

[35] Langenberger D, Bermudez-Santana C, Hertel J, Hoffmann S, Khaitovich P, Stadler PF (2009). Evidence for human microrna-offset rnas in small rna sequencing data. Bioinformatics.

[36] Langenberger D, Bermudez-Santana C, Stadler PF, Hoffmann S (2010). Identification and classification of small RNAs in transcriptome sequence data. Pac Symp Biocomput.

[37] Langmead B, Trapnell C, Pop M, Salzberg SL (2009). Ultrafast and memoryefficient alignment of short DNA sequences to the human genome. Genome Biol.

[38] Lee M-Y, Kim H-J, Kim M-A, Jee HJ, Kim AJ, Bae Y-S, Park J-I, Chung JH, Yun J (2008). Nek6 is involved in g2/m phase cell cycle arrest through dna damage-induced phosphorylation. Cell Cycle.

[39] Lewis BP, Burge CB, Bartel DP (2005). Conserved seed pairing, often flanked by adenosines, indicates that thousands of human genes are microrna targets. Cell.

[40] Liston A, Papadopoulou AS, Danso-Abeam D, Dooley J (2012). Microrna-29 in the adaptive immune system: setting the threshold. Cell Mol Life Sci.

[41] Marco A, Ninova M, Ronshaugen M, Griffiths-Jones S (2013). Clusters of microRNAs emerge by new hairpins in existing transcripts. Nucleic Acids Res.

[42] Marqu’es F, Moreau J-L, Peaucellier G, Lozano J-C, Schatt P, Picard A, Callebaut I, Perret E, Genevi’ere A-M (2000). A new subfamily of high molecular mass cdc2-related kinases with pitai/vre motifs. Biochem. Biophys. Res. Commun..

[43] Michalopoulos GK, DeFrances MC (1997). Liver regeneration. Science.

[44] Nawrocki EP, Burge SW, Bateman A, Daub J, Eberhardt RY, Eddy SR, Floden EW, Gardner PP, Jones TA, Tate J (2014). Rfam 12.0: updates to the RNA families database. Nucleic Acids Res.

[45] Nawrocki EP, Eddy SR (2013). Infernal 1.1: 100-fold faster RNA homology searches. Bioinformatics.

[46] Nolan K, Mitchem MR, Jimenez-Mateos EM, Henshall DC, Concannon CG, Prehn JH (2014). Increased expression of microrna-29a in ALS mice: functional analysis of its inhibition. J Mol Neurosci.

[47] Osella M, Bosia C, Cor’a D, Caselle M (2011). The role of incoherent microRNA-mediated feedforward loops in noise buffering. PLoS Comput Biol.

[48] Pinz’on N, Li B, Martinez L, Sergeeva A, Presumey J, Apparailly F, Seitz H (2017). microrna target prediction programs predict many false positives. Genome Res.

[49] Platzer M, Englert C (2016). Nothobranchius Furzeri: a model for aging research and more. Trends Genet.

[50] Reichwald K, Petzold A, Koch P, Downie BR, Hartmann N, Pietsch S, Baumgart M, Chalopin D, Felder M, Bens M (2015). Insights into sex chromosome evolution and aging from the genome of a short-lived fish. Cell.

[51] Ripa R, Dolfi L, Terrigno M, Pandolfini L, Arcucci V, Groth M, Tozzini ET, Baumgart M, Cellerino A (2017). Microrna mir-29 controls a compensatory response to limit neuronal iron accumulation during adult life and aging. BMC Biol.

[52] Schmieder R, Edwards R (2011). Quality control and preprocessing of metagenomic datasets. Bioinformatics.

[53] Siciliano V, Garzilli I, Fracassi C, Criscuolo S, Ventre S, di Bernardo D. MiRNAs confer phenotypic robustness to gene networks by suppressing biological noise. Nat Commun. 2013;410.1038/ncomms3364PMC383624424077216

[54] Somel M, Guo S, Fu N, Yan Z, Hu HY, Xu Y, Yuan Y, Ning Z, Hu Y, Menzel C (2010). Microrna, mRNA, and protein expression link development and aging in human and macaque brain. Genome Res.

[55] Suzuki R, Shimodaira H (2006). Pvclust: an r package for assessing the uncertainty in hierarchical clustering. Bioinformatics.

[56] Takahashi M, Eda A, Fukushima T, Hohjoh H (2012). Reduction of type IV collagen by upregulated mir-29 in normal elderly mouse and klotho-deficient, senescence-model mouse. PloS One.

[57] Tanzer A, Stadler PF (2004). Molecular evolution of a microrna cluster. J Mol Biol.

[58] Taub R (2004). Liver regeneration: from myth to mechanism. Nat Rev Mol Cell Biol.

[59] Terzibasi E, Lefrançois C, Domenici P, Hartmann N, Graf M, Cellerino A (2009). Effects of dietary restriction on mortality and age-related phenotypes in the shortlived fish *Nothobranchius furzeri*. Aging Cell.

[60] Terzibasi E, Valenzano DR, Benedetti M, Roncaglia P, Cattaneo A, Domenici L, Cellerino A (2008). Large differences in aging phenotype between strains of the short-lived annual fish *Nothobranchius furzeri*. PLoS One.

[61] Thatcher EJ, Bond J, Paydar I, Patton JG (2008). Genomic organization of zebrafish microRNAs. BMC Genomics.

[62] Thorvaldsd’ottir H, Robinson JT, Mesirov JP (2013). Integrative Genomics Viewer (IGV): high-performance genomics data visualization and exploration. Brief Bioinform.

[63] Tozzini ET, Baumgart M, Battistoni G, Cellerino A (2012). Adult neurogenesis in the short-lived teleost nothobranchius furzeri: localization of neurogenic niches, molecular characterization and effects of aging. Aging Cell.

[64] Tozzini ET, Savino A, Ripa R, Battistoni G, Baumgart M, Cellerino A. Regulation of microrna expression in the neuronal stem cell niches during aging of the short-lived annual fish nothobranchius furzeri. Front Cell Neurosci. 2014;810.3389/fncel.2014.00051PMC393085024600353

[65] Tyagi S, Vaz C, Gupta V, Bhatia R, Maheshwari S, Srinivasan A, Bhattacharya A (2008). CID-miRNA: a web server for prediction of novel miRNA precursors in human genome. Biochem Biophys Res Commun.

[66] Ugalde AP, Ramsay AJ, de la Rosa J, Varela I, Mariño G, Cadiñanos J, Lu J, Freije JM, López-Otín C (2011). Aging and chronic dna damage response activate a regulatory pathway involving mir-29 and p53. EMBO J.

[67] Valenzano DR, Benayoun BA, Singh PP, Zhang E, Etter PD, Hu C-K, Clément-Ziza M, Willemsen D, Cui R, Harel I (2015). The African turquoise killifish genome provides insights into evolution and genetic architecture of lifespan. Cell.

[68] Wang Y, Luo J, Zhang H, Lu J (2016). microRNAs in the same clusters evolve to coordinately regulate functionally related genes. Mol Biol Evol.

# Supplementary material for: A miRNA catalogue and ncRNA annotation of the short-living fish Nothobranchius furzeri
**Source:** BMC Genomics. 2017 Sep 5;18:693. doi: 10.1186/s12864-017-3951-8
**Supplement:** Supplementary file 1 — Annotation of all identified ncRNAs in Danio rerio in gff format.

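Additional file 1 gives the ncRNA loci other than miRNAs behind Table 1, 1 locus per line. Each line names the sequence of the N. furzeri draft genome (a scaffold or a synteny group, sgr), the program that found the locus, the Rfam family, the start, the end and the strand. GoRAP is a pipeline that searches a genome with the covariance models of Rfam, which describe the sequence and the secondary structure of an RNA family, and bcheck is a search program for RNase P and related RNAs. The file holds 195 loci of 32 classes, and the largest class is mascRNA-menRNA with 42 loci. The caption names D. rerio, while the sequence names are those of the N. furzeri assembly.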

scaffold00044 goRAP RF01684_mascRNA-menRNA 97303 97354 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

scaffold00078 goRAP RF01684_mascRNA-menRNA 104304 104355 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

scaffold00152 goRAP RF00001_5S_rRNA 152711 152825 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

scaffold00195 goRAP RF00001_5S_rRNA 143121 143235 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

scaffold00218 goRAP RF01803_GABA3 42766 42819 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

scaffold00300 goRAP RF00485_K_chan_RES 82653 82765 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

scaffold00366 goRAP RF02543_LSU_rRNA_eukarya 67212 74242 . + . RPKM=.;Reads=.;Filter=X;Overlaps=.

scaffold00430 goRAP RF00381_Antizyme_FSE 75961 76019 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

scaffold00448 goRAP RF01803_GABA3 25588 25641 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

scaffold00522 goRAP RF02543_LSU_rRNA_eukarya 81715 86105 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

scaffold00552 goRAP RF01684_mascRNA-menRNA 41013 41067 . + . RPKM=.;Reads=.;Filter=B;Overlaps=.

scaffold00641 goRAP RF00001_5S_rRNA 6548 6662 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

scaffold00676 goRAP RF00001_5S_rRNA 43126 43244 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

scaffold00982 goRAP RF01684_mascRNA-menRNA 52546 52597 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

scaffold01015 goRAP RF00001_5S_rRNA 48161 48274 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

scaffold01293 goRAP RF00001_5S_rRNA 36095 36209 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

scaffold01293 goRAP RF00001_5S_rRNA 36557 36671 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

scaffold01293 goRAP RF00001_5S_rRNA 37029 37143 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

scaffold01687 goRAP RF00002_5_8S_rRNA 27112 27265 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

scaffold01744 goRAP RF00002_5_8S_rRNA 17425 17524 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

scaffold01784 goRAP RF00002_5_8S_rRNA 16701 16803 . + . RPKM=.;Reads=.;Filter=X;Overlaps=.

scaffold01820 goRAP RF02543_LSU_rRNA_eukarya 2198 5408 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

scaffold02057 goRAP RF00003_U1 19124 19288 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

scaffold02588 goRAP RF01684_mascRNA-menRNA 1213 1268 . - . RPKM=.;Reads=.;Filter=P;Overlaps=.

scaffold02633 goRAP RF01684_mascRNA-menRNA 1491 1546 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

scaffold02634 goRAP RF00001_5S_rRNA 10587 10701 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

scaffold02634 goRAP RF00001_5S_rRNA 11044 11186 . + . RPKM=.;Reads=.;Filter=X;Overlaps=.

scaffold02634 goRAP RF00001_5S_rRNA 11047 11165 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

scaffold02728 goRAP RF01684_mascRNA-menRNA 2662 2713 . + .RPKM=.;Reads=.;Filter=X;Overlaps=.

scaffold02728 goRAP RF01684_mascRNA-menRNA 4173 4224 . - .RPKM=.;Reads=.;Filter=X;Overlaps=.

scaffold03244 goRAP RF00001_5S_rRNA 3035 3149 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

scaffold03466 goRAP RF01960_SSU_rRNA_eukarya 60 1749 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

scaffold03567 goRAP RF00004_U2 266 457 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

scaffold03794 goRAP RF01684_mascRNA-menRNA 1274 1326 . + . RPKM=.;Reads=.;Filter=X;Overlaps=.

scaffold04079 goRAP RF01684_mascRNA-menRNA 26 81 . + . RPKM=.;Reads=.;Filter=X;Overlaps=.

scaffold04232 goRAP RF00003_U1 263 427 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

scaffold05023 goRAP RF01684_mascRNA-menRNA 1017 1069 . + . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr01 goRAP RF00003_U1 46363361 46363525 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr01 goRAP RF00003_U1 67712149 67712313 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr01 goRAP RF00024_Telomerase-vert 13321493 13321827 . + . TPM=.;FPKM=.;Reads=.;Filter=!;Note=.;Overlaps=.

sgr01 goRAP RF00485_K_chan_RES 6395466 6395579 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr02 goRAP RF00004_U2 1170560 1170749 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr02 goRAP RF01684_mascRNA-menRNA 19189476 19189529 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr02 goRAP RF01803_GABA3 27599485 27599538 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr02 goRAP RF01960_SSU_rRNA_eukarya 8630304 8633208 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr03 goRAP RF00001_5S_rRNA 18773184 18773298 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr03 goRAP RF00026_U6 15721712 15721818 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr03 goRAP RF00485_K_chan_RES 52339274 52339387 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr04 goRAP RF00485_K_chan_RES 13757420 13757533 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr04 goRAP RF01684_mascRNA-menRNA 2656790 2656844 . - .RPKM=.;Reads=.;Filter=P;Overlaps=.

sgr04 goRAP RF01803_GABA3 10129742 10129795 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr05 goRAP RF00001_5S_rRNA 12019114 12019228 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr05 goRAP RF00001_5S_rRNA 14425711 14425825 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr05 goRAP RF00001_5S_rRNA 46897686 46897804 . + . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr05 goRAP RF00004_U2 15447431 15447621 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr05 goRAP RF00004_U2 15855563 15855753 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr05 goRAP RF00004_U2 15861146 15861330 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr05 goRAP RF00004_U2 15875060 15875243 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr05 goRAP RF00004_U2 15881830 15882020 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr05 goRAP RF00006_Vault 12170483 12170582 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr05 goRAP RF00006_Vault 12171414 12171512 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr05 goRAP RF00100_7SK 3101874 3102181 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr05 goRAP RF00460_U1A_PIE 21780561 21780636 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr05 goRAP RF01803_GABA3 60639101 60639154 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr06 goRAP RF00001_5S_rRNA 63397080 63397194 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr06 goRAP RF00019_Y_RNA 30573750 30573835 . - . TPM=.;FPKM=.;Reads=.;Filter=!;Note=.;Overlaps=.

sgr06 goRAP RF00019_Y_RNA 30573754 30573839 . + . TPM=.;FPKM=.;Reads=.;Filter=!;Note=.;Overlaps=RF01848_ACEA_U3,RF00012_U3

sgr06 goRAP RF00026_U6 69180805 69180910 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr06 goRAP RF00172_CAESAR 74229353 74229429 . - . TPM=.;FPKM=.;Reads=.;Filter=!;Note=.;Overlaps=.

sgr06 goRAP RF00381_Antizyme_FSE 53880946 53881004 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr06 goRAP RF01684_mascRNA-menRNA 17134317 17134371 . + . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr06 goRAP RF02039_SPRY4-IT1_2 51597673 51597776 . + . RPKM=.;Reads=.;Filter=P;Overlaps=.

sgr06 goRAP RF02145_MEG8_1 23771209 23771280 . + . RPKM=.;Reads=.;Filter=P;Overlaps=.

sgr06 goRAP RF02543_LSU_rRNA_eukarya 26728992 26733983 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr07 goRAP RF00001_5S_rRNA 16105314 16105422 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr07 goRAP RF00001_5S_rRNA 84579037 84579155 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr07 goRAP RF00002_5_8S_rRNA 1845397 1845496 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr07 goRAP RF00002_5_8S_rRNA 92911369 92911496 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr07 goRAP RF00006_Vault 27862845 27862940 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr07 goRAP RF00006_Vault 27864447 27864545 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr07 goRAP RF00006_Vault 27872348 27872447 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr07 goRAP RF00006_Vault 27872754 27872852 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr07 goRAP RF00006_Vault 27876103 27876201 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr07 goRAP RF00006_Vault 27876948 27877046 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr07 goRAP RF00006_Vault 27878483 27878582 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr07 goRAP RF00006_Vault 27878881 27878979 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr07 goRAP RF00006_Vault 27887337 27887436 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr07 goRAP RF00006_Vault 27887740 27887837 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr07 goRAP RF00109_Vimentin3 40235775 40235833 . + . TPM=.;FPKM=.;Reads=.;Filter=!;Note=.;Overlaps=.

sgr07 goRAP RF00485_K_chan_RES 66120633 66120746 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr07 goRAP RF00485_K_chan_RES 97854685 97854798 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr07 goRAP RF00485_K_chan_RES 97889709 97889822 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr07 goRAP RF01684_mascRNA-menRNA 24076634 24076688 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr07 goRAP RF01684_mascRNA-menRNA 29717119 29717173 . + . RPKM=.;Reads=.;Filter=P;Overlaps=.

sgr07 goRAP RF01684_mascRNA-menRNA 33613876 33613932 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr07 goRAP RF01684_mascRNA-menRNA 65465685 65465736 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr07 goRAP RF01803_GABA3 2789761 2789814 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr07 goRAP RF01960_SSU_rRNA_eukarya 20997513 20999411 . + . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr08 goRAP RF00019_Y_RNA 50242295 50242388 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr08 goRAP RF00020_U5 42058370 42058483 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr08 goRAP RF00026_U6 3366223 3366328 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr08 goRAP RF00026_U6 9426094 9426200 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr08 goRAP RF00485_K_chan_RES 44939418 44939531 . + . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr08 goRAP RF01684_mascRNA-menRNA 22073133 22073187 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr08 goRAP RF01684_mascRNA-menRNA 54171114 54171165 . + . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr09 goRAP RF00001_5S_rRNA 20083592 20083706 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr09 goRAP RF00002_5_8S_rRNA 33878302 33878400 . - . TPM=.;FPKM=.;Reads=.;Filter=!;Note=.;Overlaps=.

sgr09 goRAP RF00485_K_chan_RES 22520651 22520764 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr09 goRAP RF00485_K_chan_RES 22545103 22545216 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr09 goRAP RF00485_K_chan_RES 22560849 22560962 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr09 goRAP RF00485_K_chan_RES 26869677 26869790 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr09 goRAP RF00485_K_chan_RES 32640260 32640373 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr09 goRAP RF00485_K_chan_RES 48523811 48523924 . + . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr09 goRAP RF00618_U4atac 3497106 3497235 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr09 goRAP RF00619_U6atac 25132744 25132871 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr10 goRAP RF00001_5S_rRNA 29842500 29842614 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr10 goRAP RF00002_5_8S_rRNA 10036524 10036612 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr10 goRAP RF01684_mascRNA-menRNA 34816158 34816212 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr11 goRAP RF00020_U5 31260126 31260240 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr11 goRAP RF00037_IRE_I 13926598 13926633 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr11 goRAP RF00485_K_chan_RES 50428648 50428761 . + . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr11 goRAP RF01684_mascRNA-menRNA 12888555 12888606 . + . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr11 goRAP RF01684_mascRNA-menRNA 21956604 21956658 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr12 bcheck RF00009_RNaseP_nuc 15309738 15310045 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr12 goRAP RF00001_5S_rRNA 33293685 33293799 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr12 goRAP RF00020_U5 11955233 11955346 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr12 goRAP RF00020_U5 11956057 11956171 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr12 goRAP RF00020_U5 11956955 11957067 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr12 goRAP RF00026_U6 2808632 2808737 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr12 goRAP RF00030_RNase_MRP 15310973 15311211 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr12 goRAP RF00485_K_chan_RES 17971827 17971940 . + . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr12 goRAP RF00485_K_chan_RES 22106999 22107112 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr12 goRAP RF00485_K_chan_RES 22192769 22192882 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr12 goRAP RF00485_K_chan_RES 22212075 22212188 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr12 goRAP RF00485_K_chan_RES 23981636 23981747 . + . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr12 goRAP RF00485_K_chan_RES 39360467 39360578 . + . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr13 goRAP RF00001_5S_rRNA 12911218 12911333 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr13 goRAP RF00002_5_8S_rRNA 16999968 17000121 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr13 goRAP RF00015_U4 12533910 12534050 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr13 goRAP RF00015_U4 12534391 12534531 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr13 goRAP RF00015_U4 12534878 12535018 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr13 goRAP RF00015_U4 12536403 12536535 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr13 goRAP RF00015_U4 12536882 12537022 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr13 goRAP RF00015_U4 12537597 12537736 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr13 goRAP RF00015_U4 12538146 12538286 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr13 goRAP RF00015_U4 15708528 15708668 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr13 goRAP RF00485_K_chan_RES 13273316 13273429 . + . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr13 goRAP RF00485_K_chan_RES 13278083 13278196 . + . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr13 goRAP RF00485_K_chan_RES 18950523 18950636 . + . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr13 goRAP RF02543_LSU_rRNA_eukarya 14200400 14205759 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr14 goRAP RF00001_5S_rRNA 5090847 5090961 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr14 goRAP RF00002_5_8S_rRNA 8782289 8782397 . + . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr14 goRAP RF00004_U2 7259082 7259272 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr14 goRAP RF00548_U11 386065 386202 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr14 goRAP RF01684_mascRNA-menRNA 3918395 3918449 . + .RPKM=.;Reads=.;Filter=P;Overlaps=.

sgr14 goRAP RF01684_mascRNA-menRNA 5188009 5188063 . + .RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr15 goRAP RF00007_U12 69750278 69750432 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr15 goRAP RF00017_Metazoa_SRP 8607987 8608284 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr15 goRAP RF00019_Y_RNA 26708307 26708400 . - . TPM=.;FPKM=.;Reads=.;Filter=!;Note=.;Overlaps=.

sgr15 goRAP RF00037_IRE_I 74796263 74796296 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr15 goRAP RF01684_mascRNA-menRNA 59227237 59227295 . + . RPKM=.;Reads=.;Filter=P;Overlaps=.

sgr16 goRAP RF00002_5_8S_rRNA 31139722 31139873 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr16 goRAP RF00026_U6 19026058 19026164 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr16 goRAP RF00037_IRE_I 6788921 6788956 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr16 goRAP RF00059_TPP 27011497 27011567 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr16 goRAP RF01684_mascRNA-menRNA 18031722 18031776 . + . RPKM=.;Reads=.;Filter=P;Overlaps=.

sgr16 goRAP RF01684_mascRNA-menRNA 25480346 25480397 . - . RPKM=.;Reads=.;Filter=P;Overlaps=.

sgr16 goRAP RF01684_mascRNA-menRNA 25838065 25838116 . - . RPKM=.;Reads=.;Filter=P;Overlaps=.

sgr16 goRAP RF01684_mascRNA-menRNA 25976295 25976346 . + . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr17 goRAP RF00017_Metazoa_SRP 46054378 46054675 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr17 goRAP RF00017_Metazoa_SRP 48647942 48648239 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr18 goRAP RF00001_5S_rRNA 2662238 2662352 . - . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr18 goRAP RF00001_5S_rRNA 4706761 4706875 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr18 goRAP RF00002_5_8S_rRNA 31118644 31118743 . + . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr18 goRAP RF00020_U5 15591618 15591731 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr18 goRAP RF00020_U5 19215979 19216090 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr18 goRAP RF00020_U5 19217848 19217960 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

sgr18 goRAP RF00485_K_chan_RES 31519651 31519764 . + . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr18 goRAP RF00485_K_chan_RES 31567499 31567612 . + . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr18 goRAP RF01455_DPB 31304719 31304796 . + . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr18 goRAP RF01684_mascRNA-menRNA 14412946 14413000 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr18 goRAP RF01684_mascRNA-menRNA 26257685 26257739 . + . RPKM=.;Reads=.;Filter=P;Overlaps=.

sgr18 goRAP RF01684_mascRNA-menRNA 26280541 26280595 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr19 goRAP RF00001_5S_rRNA 19173567 19173685 . + . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr19 goRAP RF00001_5S_rRNA 36652278 36652396 . + . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr19 goRAP RF01684_mascRNA-menRNA 19849233 19849283 . + . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr19 goRAP RF01684_mascRNA-menRNA 19852233 19852284 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr19 goRAP RF01684_mascRNA-menRNA 19856171 19856222 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr19 goRAP RF01684_mascRNA-menRNA 22296637 22296688 . + . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr19 goRAP RF01684_mascRNA-menRNA 22301072 22301126 . - . RPKM=.;Reads=.;Filter=P;Overlaps=.

sgr19 goRAP RF01684_mascRNA-menRNA 24425224 24425275 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr19 goRAP RF01684_mascRNA-menRNA 27840519 27840573 . + . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr19 goRAP RF01684_mascRNA-menRNA 33227819 33227873 . - . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr19 goRAP RF01684_mascRNA-menRNA 33230018 33230072 . + . RPKM=.;Reads=.;Filter=X;Overlaps=.

sgr19 goRAP RF02543_LSU_rRNA_eukarya 2486524 2493279 . + . RPKM=.;Reads=.;Filter=!;Overlaps=.

# Supplementary material for: A miRNA catalogue and ncRNA annotation of the short-living fish Nothobranchius furzeri
**Source:** BMC Genomics. 2017 Sep 5;18:693. doi: 10.1186/s12864-017-3951-8
**Supplement:** Supplementary file 2 — Annotation of all identified pre-miRNAs and corresponding mature miRNAs in Danio rerio in gff format.

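Additional file 2 gives the miRNA annotation behind the cluster and family comparisons. A pre-miRNA line gives the hairpin precursor, and the mature lines with the same identifier give the 5p and 3p forms cut from it, each with the sequence of the draft genome, the start, the end and the strand. Of the 751 identifiers, 340 have 2 mature forms, 193 have 1 and 218 have none. There are 3 identifiers used for more than 1 pre-miRNA line. Of the 875 mature lines, 5 lie outside the precursor of their identifier, and 2, both of nfu_pred_287 (mir-25), have no pre-miRNA line. In 14 cases a pre-miRNA overlaps a locus of Additional file 1. Of these, 12 are mir-7641 inside a 5S rRNA locus, and the remaining 2, a mir-716 and a pre-miRNA without a gene name, lie in the same 28S rRNA locus on sgr13.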

scaffold00003 nfu_mirna_prediction pre_miRNA 206761 206849 . + . ID=nfu_pred_1;biotype=pre-miRNA;gene=mir-204;geneid=nfu_pred_1_mir-204;coords=scaffold00003:206761-206849

scaffold00003 nfu_mirna_prediction mature_miRNA 206777 206801 . + . ID=nfu_pred_1;biotype=5'-mature-miRNA;gene=mir-204;geneid=nfu_pred_1_mir-204;coords=scaffold00003:206777-206801

scaffold00003 nfu_mirna_prediction mature_miRNA 206818 206838 . + . ID=nfu_pred_1;biotype=3'-mature-miRNA;gene=mir-204;geneid=nfu_pred_1_mir-204;coords=scaffold00003:206818-206838

scaffold00003 nfu_mirna_prediction pre_miRNA 318191 318290 . + . ID=nfu_pred_2;biotype=pre-miRNA;gene=mir-188;geneid=nfu_pred_2_mir-188;coords=scaffold00003:318191-318290

scaffold00003 nfu_mirna_prediction mature_miRNA 318201 318224 . + . ID=nfu_pred_2;biotype=5'-mature-miRNA;gene=mir-188;geneid=nfu_pred_2_mir-188;coords=scaffold00003:318201-318224

scaffold00003 nfu_mirna_prediction mature_miRNA 318238 318259 . + . ID=nfu_pred_2;biotype=3'-mature-miRNA;gene=mir-188;geneid=nfu_pred_2_mir-188;coords=scaffold00003:318238-318259

scaffold00012 nfu_mirna_prediction pre_miRNA 92419 92468 . - . ID=nfu_pred_3;biotype=pre-miRNA;gene=mir-4507;geneid=nfu_pred_3_mir-4507;coords=scaffold00012:92419-92468

scaffold00029 nfu_mirna_prediction pre_miRNA 149993 150073 . - . ID=nfu_pred_4;biotype=pre-miRNA;gene=mir-138;geneid=nfu_pred_4_mir-138;coords=scaffold00029:149993-150073

scaffold00029 nfu_mirna_prediction mature_miRNA 150041 150063 . - . ID=nfu_pred_4;biotype=5'-mature-miRNA;gene=mir-138;geneid=nfu_pred_4_mir-138;coords=scaffold00029:150041-150063

scaffold00032 nfu_mirna_prediction pre_miRNA 200628 200711 . + . ID=nfu_pred_5;biotype=pre-miRNA;gene=mir-3532;geneid=nfu_pred_5_mir-3532;coords=scaffold00032:200628-200711

scaffold00033 nfu_mirna_prediction pre_miRNA 128004 128080 . - . ID=nfu_pred_6;biotype=pre-miRNA;gene=mir-609;geneid=nfu_pred_6_mir-609;coords=scaffold00033:128004-128080

scaffold00033 nfu_mirna_prediction mature_miRNA 128048 128070 . - . ID=nfu_pred_6;biotype=5'-mature-miRNA;gene=mir-609;geneid=nfu_pred_6_mir-609;coords=scaffold00033:128048-128070

scaffold00033 nfu_mirna_prediction mature_miRNA 128010 128030 . - . ID=nfu_pred_6;biotype=3'-mature-miRNA;gene=mir-609;geneid=nfu_pred_6_mir-609;coords=scaffold00033:128010-128030

scaffold00042 nfu_mirna_prediction pre_miRNA 186335 186437 . - . ID=nfu_pred_7;biotype=pre-miRNA;gene=let-7;geneid=nfu_pred_7_let-7;coords=scaffold00042:186335-186437

scaffold00042 nfu_mirna_prediction mature_miRNA 186401 186422 . - . ID=nfu_pred_7;biotype=5'-mature-miRNA;gene=let-7;geneid=nfu_pred_7_let-7;coords=scaffold00042:186401-186422

scaffold00042 nfu_mirna_prediction mature_miRNA 186446 186467 . - . ID=nfu_pred_7;biotype=3'-mature-miRNA;gene=let-7;geneid=nfu_pred_7_let-7;coords=scaffold00042:186446-186467

scaffold00042 nfu_mirna_prediction pre_miRNA 203749 203828 . - . ID=nfu_pred_8;biotype=pre-miRNA;gene=mir-101;geneid=nfu_pred_8_mir-101;coords=scaffold00042:203749-203828

scaffold00042 nfu_mirna_prediction mature_miRNA 203795 203816 . - . ID=nfu_pred_8;biotype=5'-mature-miRNA;gene=mir-101;geneid=nfu_pred_8_mir-101;coords=scaffold00042:203795-203816

scaffold00042 nfu_mirna_prediction mature_miRNA 203760 203782 . - . ID=nfu_pred_8;biotype=3'-mature-miRNA;gene=mir-101;geneid=nfu_pred_8_mir-101;coords=scaffold00042:203760-203782

scaffold00056 nfu_mirna_prediction pre_miRNA 180351 180413 . + . ID=nfu_pred_9;biotype=pre-miRNA;gene=;geneid=nfu_pred_9_;coords=scaffold00056:180351-180413

scaffold00059 nfu_mirna_prediction pre_miRNA 68222 68311 . + . ID=nfu_pred_10;biotype=pre-miRNA;gene=mir-581;geneid=nfu_pred_10_mir-581;coords=scaffold00059:68222-68311

scaffold00059 nfu_mirna_prediction mature_miRNA 68235 68258 . + . ID=nfu_pred_10;biotype=5'-mature-miRNA;gene=mir-581;geneid=nfu_pred_10_mir-581;coords=scaffold00059:68235-68258

scaffold00059 nfu_mirna_prediction mature_miRNA 68271 68293 . + . ID=nfu_pred_10;biotype=3'-mature-miRNA;gene=mir-581;geneid=nfu_pred_10_mir-581;coords=scaffold00059:68271-68293

scaffold00065 nfu_mirna_prediction pre_miRNA 118058 118142 . - . ID=nfu_pred_11;biotype=pre-miRNA;gene=mir-9;geneid=nfu_pred_11_mir-9;coords=scaffold00065:118058-118142

scaffold00065 nfu_mirna_prediction mature_miRNA 118106 118128 . - . ID=nfu_pred_11;biotype=5'-mature-miRNA;gene=mir-9;geneid=nfu_pred_11_mir-9;coords=scaffold00065:118106-118128

scaffold00065 nfu_mirna_prediction mature_miRNA 118069 118090 . - . ID=nfu_pred_11;biotype=3'-mature-miRNA;gene=mir-9;geneid=nfu_pred_11_mir-9;coords=scaffold00065:118069-118090

scaffold00073 nfu_mirna_prediction pre_miRNA 133679 133741 . + . ID=nfu_pred_12;biotype=pre-miRNA;gene=;geneid=nfu_pred_12_;coords=scaffold00073:133679-133741

scaffold00078 nfu_mirna_prediction pre_miRNA 160024 160102 . + . ID=nfu_pred_13;biotype=pre-miRNA;gene=;geneid=nfu_pred_13_;coords=scaffold00078:160024-160102

scaffold00078 nfu_mirna_prediction mature_miRNA 160070 160092 . + . ID=nfu_pred_13;biotype=3'-mature-miRNA;gene=;geneid=nfu_pred_13_;coords=scaffold00078:160070-160092

scaffold00079 nfu_mirna_prediction pre_miRNA 29146 29243 . - . ID=nfu_pred_14;biotype=pre-miRNA;gene=mir-6720;geneid=nfu_pred_14_mir-6720;coords=scaffold00079:29146-29243

scaffold00083 nfu_mirna_prediction pre_miRNA 70461 70548 . - . ID=nfu_pred_15;biotype=pre-miRNA;gene=mir-187;geneid=nfu_pred_15_mir-187;coords=scaffold00083:70461-70548

scaffold00083 nfu_mirna_prediction mature_miRNA 70513 70535 . - . ID=nfu_pred_15;biotype=5'-mature-miRNA;gene=mir-187;geneid=nfu_pred_15_mir-187;coords=scaffold00083:70513-70535

scaffold00084 nfu_mirna_prediction pre_miRNA 107302 107378 . + . ID=nfu_pred_16;biotype=pre-miRNA;gene=;geneid=nfu_pred_16_;coords=scaffold00084:107302-107378

scaffold00084 nfu_mirna_prediction mature_miRNA 107308 107332 . + . ID=nfu_pred_16;biotype=5'-mature-miRNA;gene=;geneid=nfu_pred_16_;coords=scaffold00084:107308-107332

scaffold00084 nfu_mirna_prediction mature_miRNA 107349 107368 . + . ID=nfu_pred_16;biotype=3'-mature-miRNA;gene=;geneid=nfu_pred_16_;coords=scaffold00084:107349-107368

scaffold00089 nfu_mirna_prediction pre_miRNA 127620 127696 . + . ID=nfu_pred_17;biotype=pre-miRNA;gene=;geneid=nfu_pred_17_;coords=scaffold00089:127620-127696

scaffold00089 nfu_mirna_prediction mature_miRNA 127632 127654 . + . ID=nfu_pred_17;biotype=5'-mature-miRNA;gene=;geneid=nfu_pred_17_;coords=scaffold00089:127632-127654

scaffold00089 nfu_mirna_prediction mature_miRNA 127665 127686 . + . ID=nfu_pred_17;biotype=3'-mature-miRNA;gene=;geneid=nfu_pred_17_;coords=scaffold00089:127665-127686

scaffold00089 nfu_mirna_prediction pre_miRNA 133819 133913 . + . ID=nfu_pred_18;biotype=pre-miRNA;gene=mir-148;geneid=nfu_pred_18_mir-148;coords=scaffold00089:133819-133913

scaffold00089 nfu_mirna_prediction mature_miRNA 133838 133860 . + . ID=nfu_pred_18;biotype=5'-mature-miRNA;gene=mir-148;geneid=nfu_pred_18_mir-148;coords=scaffold00089:133838-133860

scaffold00089 nfu_mirna_prediction mature_miRNA 133876 133897 . + . ID=nfu_pred_18;biotype=3'-mature-miRNA;gene=mir-148;geneid=nfu_pred_18_mir-148;coords=scaffold00089:133876-133897

scaffold00099 nfu_mirna_prediction pre_miRNA 107332 107414 . - . ID=nfu_pred_822;biotype=pre-miRNA;gene=mir-150;geneid=nfu_pred_822_mir-150;coords=scaffold00099:107332-107414

scaffold00125 nfu_mirna_prediction pre_miRNA 155987 156066 . + . ID=nfu_pred_20;biotype=pre-miRNA;gene=let-7;geneid=nfu_pred_20_let-7;coords=scaffold00125:155987-156066

scaffold00125 nfu_mirna_prediction mature_miRNA 155993 156015 . + . ID=nfu_pred_20;biotype=5'-mature-miRNA;gene=let-7;geneid=nfu_pred_20_let-7;coords=scaffold00125:155993-156015

scaffold00125 nfu_mirna_prediction mature_miRNA 156041 156062 . + . ID=nfu_pred_20;biotype=3'-mature-miRNA;gene=let-7;geneid=nfu_pred_20_let-7;coords=scaffold00125:156041-156062

scaffold00125 nfu_mirna_prediction pre_miRNA 163330 163408 . + . ID=nfu_pred_21;biotype=pre-miRNA;gene=lin-4;geneid=nfu_pred_21_lin-4;coords=scaffold00125:163330-163408

scaffold00125 nfu_mirna_prediction mature_miRNA 163340 163362 . + . ID=nfu_pred_21;biotype=5'-mature-miRNA;gene=lin-4;geneid=nfu_pred_21_lin-4;coords=scaffold00125:163340-163362

scaffold00127 nfu_mirna_prediction pre_miRNA 64515 64613 . + . ID=nfu_pred_22;biotype=pre-miRNA;gene=mir-1338;geneid=nfu_pred_22_mir-1338;coords=scaffold00127:64515-64613

scaffold00127 nfu_mirna_prediction mature_miRNA 64575 64596 . + . ID=nfu_pred_22;biotype=3'-mature-miRNA;gene=mir-1338;geneid=nfu_pred_22_mir-1338;coords=scaffold00127:64575-64596

scaffold00132 nfu_mirna_prediction pre_miRNA 82541 82621 . + . ID=nfu_pred_23;biotype=pre-miRNA;gene=mir-130;geneid=nfu_pred_23_mir-130;coords=scaffold00132:82541-82621

scaffold00132 nfu_mirna_prediction mature_miRNA 82553 82574 . + . ID=nfu_pred_23;biotype=5'-mature-miRNA;gene=mir-130;geneid=nfu_pred_23_mir-130;coords=scaffold00132:82553-82574

scaffold00132 nfu_mirna_prediction mature_miRNA 82589 82611 . + . ID=nfu_pred_23;biotype=3'-mature-miRNA;gene=mir-130;geneid=nfu_pred_23_mir-130;coords=scaffold00132:82589-82611

scaffold00132 nfu_mirna_prediction pre_miRNA 82772 82856 . + . ID=nfu_pred_24;biotype=pre-miRNA;gene=mir-301;geneid=nfu_pred_24_mir-301;coords=scaffold00132:82772-82856

scaffold00132 nfu_mirna_prediction mature_miRNA 82783 82804 . + . ID=nfu_pred_24;biotype=5'-mature-miRNA;gene=mir-301;geneid=nfu_pred_24_mir-301;coords=scaffold00132:82783-82804

scaffold00132 nfu_mirna_prediction mature_miRNA 82821 82843 . + . ID=nfu_pred_24;biotype=3'-mature-miRNA;gene=mir-301;geneid=nfu_pred_24_mir-301;coords=scaffold00132:82821-82843

scaffold00132 nfu_mirna_prediction pre_miRNA 95320 95444 . + . ID=nfu_pred_25;biotype=pre-miRNA;gene=mir-454;geneid=nfu_pred_25_mir-454;coords=scaffold00132:95320-95444

scaffold00132 nfu_mirna_prediction mature_miRNA 95351 95373 . + . ID=nfu_pred_25;biotype=5'-mature-miRNA;gene=mir-454;geneid=nfu_pred_25_mir-454;coords=scaffold00132:95351-95373

scaffold00132 nfu_mirna_prediction mature_miRNA 95393 95416 . + . ID=nfu_pred_25;biotype=3'-mature-miRNA;gene=mir-454;geneid=nfu_pred_25_mir-454;coords=scaffold00132:95393-95416

scaffold00132 nfu_mirna_prediction pre_miRNA 97419 97497 . + . ID=nfu_pred_26;biotype=pre-miRNA;gene=mir-130;geneid=nfu_pred_26_mir-130;coords=scaffold00132:97419-97497

scaffold00132 nfu_mirna_prediction mature_miRNA 97427 97448 . + . ID=nfu_pred_26;biotype=5'-mature-miRNA;gene=mir-130;geneid=nfu_pred_26_mir-130;coords=scaffold00132:97427-97448

scaffold00132 nfu_mirna_prediction mature_miRNA 97466 97488 . + . ID=nfu_pred_26;biotype=3'-mature-miRNA;gene=mir-130;geneid=nfu_pred_26_mir-130;coords=scaffold00132:97466-97488

scaffold00135 nfu_mirna_prediction pre_miRNA 169895 169958 . + . ID=nfu_pred_27;biotype=pre-miRNA;gene=mir-155;geneid=nfu_pred_27_mir-155;coords=scaffold00135:169895-169958

scaffold00149 nfu_mirna_prediction pre_miRNA 137768 137859 . - . ID=nfu_pred_28;biotype=pre-miRNA;gene=mir-49;geneid=nfu_pred_28_mir-49;coords=scaffold00149:137768-137859

scaffold00149 nfu_mirna_prediction mature_miRNA 137818 137839 . - . ID=nfu_pred_28;biotype=5'-mature-miRNA;gene=mir-49;geneid=nfu_pred_28_mir-49;coords=scaffold00149:137818-137839

scaffold00149 nfu_mirna_prediction mature_miRNA 137783 137804 . - . ID=nfu_pred_28;biotype=3'-mature-miRNA;gene=mir-49;geneid=nfu_pred_28_mir-49;coords=scaffold00149:137783-137804

scaffold00150 nfu_mirna_prediction pre_miRNA 161350 161434 . + . ID=nfu_pred_29;biotype=pre-miRNA;gene=;geneid=nfu_pred_29_;coords=scaffold00150:161350-161434

scaffold00152 nfu_mirna_prediction pre_miRNA 44194 44303 . + . ID=nfu_pred_30;biotype=pre-miRNA;gene=mir-187;geneid=nfu_pred_30_mir-187;coords=scaffold00152:44194-44303

scaffold00152 nfu_mirna_prediction mature_miRNA 44220 44241 . + . ID=nfu_pred_30;biotype=5'-mature-miRNA;gene=mir-187;geneid=nfu_pred_30_mir-187;coords=scaffold00152:44220-44241

scaffold00152 nfu_mirna_prediction mature_miRNA 44261 44283 . + . ID=nfu_pred_30;biotype=3'-mature-miRNA;gene=mir-187;geneid=nfu_pred_30_mir-187;coords=scaffold00152:44261-44283

scaffold00155 nfu_mirna_prediction pre_miRNA 138655 138733 . + . ID=nfu_pred_32;biotype=pre-miRNA;gene=;geneid=nfu_pred_32_;coords=scaffold00155:138655-138733

scaffold00155 nfu_mirna_prediction mature_miRNA 138667 138687 . + . ID=nfu_pred_32;biotype=5'-mature-miRNA;gene=;geneid=nfu_pred_32_;coords=scaffold00155:138667-138687

scaffold00155 nfu_mirna_prediction mature_miRNA 138703 138723 . + . ID=nfu_pred_32;biotype=3'-mature-miRNA;gene=;geneid=nfu_pred_32_;coords=scaffold00155:138703-138723

scaffold00160 nfu_mirna_prediction pre_miRNA 88552 88635 . + . ID=nfu_pred_33;biotype=pre-miRNA;gene=mir-723;geneid=nfu_pred_33_mir-723;coords=scaffold00160:88552-88635

scaffold00160 nfu_mirna_prediction mature_miRNA 88603 88624 . + . ID=nfu_pred_33;biotype=3'-mature-miRNA;gene=mir-723;geneid=nfu_pred_33_mir-723;coords=scaffold00160:88603-88624

scaffold00162 nfu_mirna_prediction pre_miRNA 158967 159049 . - . ID=nfu_pred_34;biotype=pre-miRNA;gene=mir-471;geneid=nfu_pred_34_mir-471;coords=scaffold00162:158967-159049

scaffold00162 nfu_mirna_prediction mature_miRNA 159014 159036 . - . ID=nfu_pred_34;biotype=5'-mature-miRNA;gene=mir-471;geneid=nfu_pred_34_mir-471;coords=scaffold00162:159014-159036

scaffold00162 nfu_mirna_prediction mature_miRNA 158978 159000 . - . ID=nfu_pred_34;biotype=3'-mature-miRNA;gene=mir-471;geneid=nfu_pred_34_mir-471;coords=scaffold00162:158978-159000

scaffold00168 nfu_mirna_prediction pre_miRNA 80308 80390 . - . ID=nfu_pred_35;biotype=pre-miRNA;gene=;geneid=nfu_pred_35_;coords=scaffold00168:80308-80390

scaffold00168 nfu_mirna_prediction mature_miRNA 80318 80341 . - . ID=nfu_pred_35;biotype=3'-mature-miRNA;gene=;geneid=nfu_pred_35_;coords=scaffold00168:80318-80341

scaffold00210 nfu_mirna_prediction pre_miRNA 56535 56616 . - . ID=nfu_pred_38;biotype=pre-miRNA;gene=mir-122;geneid=nfu_pred_38_mir-122;coords=scaffold00210:56535-56616

scaffold00210 nfu_mirna_prediction mature_miRNA 56583 56604 . - . ID=nfu_pred_38;biotype=5'-mature-miRNA;gene=mir-122;geneid=nfu_pred_38_mir-122;coords=scaffold00210:56583-56604

scaffold00210 nfu_mirna_prediction mature_miRNA 56545 56565 . - . ID=nfu_pred_38;biotype=3'-mature-miRNA;gene=mir-122;geneid=nfu_pred_38_mir-122;coords=scaffold00210:56545-56565

scaffold00223 nfu_mirna_prediction pre_miRNA 86722 86800 . + . ID=nfu_pred_39;biotype=pre-miRNA;gene=;geneid=nfu_pred_39_;coords=scaffold00223:86722-86800

scaffold00223 nfu_mirna_prediction mature_miRNA 86732 86753 . + . ID=nfu_pred_39;biotype=5'-mature-miRNA;gene=;geneid=nfu_pred_39_;coords=scaffold00223:86732-86753

scaffold00223 nfu_mirna_prediction mature_miRNA 86768 86791 . + . ID=nfu_pred_39;biotype=3'-mature-miRNA;gene=;geneid=nfu_pred_39_;coords=scaffold00223:86768-86791

scaffold00245 nfu_mirna_prediction pre_miRNA 74071 74152 . + . ID=nfu_pred_41;biotype=pre-miRNA;gene=mir-423;geneid=nfu_pred_41_mir-423;coords=scaffold00245:74071-74152

scaffold00245 nfu_mirna_prediction mature_miRNA 74120 74141 . + . ID=nfu_pred_41;biotype=3'-mature-miRNA;gene=mir-423;geneid=nfu_pred_41_mir-423;coords=scaffold00245:74120-74141

scaffold00253 nfu_mirna_prediction pre_miRNA 17971 18062 . - . ID=nfu_pred_42;biotype=pre-miRNA;gene=mir-4536;geneid=nfu_pred_42_mir-4536;coords=scaffold00253:17971-18062

scaffold00253 nfu_mirna_prediction pre_miRNA 18257 18362 . + . ID=nfu_pred_43;biotype=pre-miRNA;gene=mir-4536;geneid=nfu_pred_43_mir-4536;coords=scaffold00253:18257-18362

scaffold00258 nfu_mirna_prediction pre_miRNA 65404 65480 . + . ID=nfu_pred_44;biotype=pre-miRNA;gene=mir-315;geneid=nfu_pred_44_mir-315;coords=scaffold00258:65404-65480

scaffold00258 nfu_mirna_prediction mature_miRNA 65408 65430 . + . ID=nfu_pred_44;biotype=5'-mature-miRNA;gene=mir-315;geneid=nfu_pred_44_mir-315;coords=scaffold00258:65408-65430

scaffold00258 nfu_mirna_prediction mature_miRNA 65450 65470 . + . ID=nfu_pred_44;biotype=3'-mature-miRNA;gene=mir-315;geneid=nfu_pred_44_mir-315;coords=scaffold00258:65450-65470

scaffold00259 nfu_mirna_prediction pre_miRNA 11794 11895 . - . ID=nfu_pred_45;biotype=pre-miRNA;gene=mir-674;geneid=nfu_pred_45_mir-674;coords=scaffold00259:11794-11895

scaffold00268 nfu_mirna_prediction pre_miRNA 53196 53274 . - . ID=nfu_pred_46;biotype=pre-miRNA;gene=mir-944;geneid=nfu_pred_46_mir-944;coords=scaffold00268:53196-53274

scaffold00268 nfu_mirna_prediction mature_miRNA 53241 53264 . - . ID=nfu_pred_46;biotype=5'-mature-miRNA;gene=mir-944;geneid=nfu_pred_46_mir-944;coords=scaffold00268:53241-53264

scaffold00268 nfu_mirna_prediction mature_miRNA 53207 53228 . - . ID=nfu_pred_46;biotype=3'-mature-miRNA;gene=mir-944;geneid=nfu_pred_46_mir-944;coords=scaffold00268:53207-53228

scaffold00287 nfu_mirna_prediction pre_miRNA 77579 77657 . + . ID=nfu_pred_47;biotype=pre-miRNA;gene=mir-370;geneid=nfu_pred_47_mir-370;coords=scaffold00287:77579-77657

scaffold00287 nfu_mirna_prediction mature_miRNA 77589 77610 . + . ID=nfu_pred_47;biotype=5'-mature-miRNA;gene=mir-370;geneid=nfu_pred_47_mir-370;coords=scaffold00287:77589-77610

scaffold00287 nfu_mirna_prediction mature_miRNA 77625 77646 . + . ID=nfu_pred_47;biotype=3'-mature-miRNA;gene=mir-370;geneid=nfu_pred_47_mir-370;coords=scaffold00287:77625-77646

scaffold00323 nfu_mirna_prediction pre_miRNA 119435 119538 . - . ID=nfu_pred_48;biotype=pre-miRNA;gene=mir-2985-2;geneid=nfu_pred_48_mir-2985-2;coords=scaffold00323:119435-119538

scaffold00323 nfu_mirna_prediction mature_miRNA 119487 119510 . - . ID=nfu_pred_48;biotype=5'-mature-miRNA;gene=mir-2985-2;geneid=nfu_pred_48_mir-2985-2;coords=scaffold00323:119487-119510

scaffold00323 nfu_mirna_prediction mature_miRNA 119556 119577 . - . ID=nfu_pred_48;biotype=3'-mature-miRNA;gene=mir-2985-2;geneid=nfu_pred_48_mir-2985-2;coords=scaffold00323:119556-119577

scaffold00324 nfu_mirna_prediction pre_miRNA 908 1011 . + . ID=nfu_pred_49;biotype=pre-miRNA;gene=mir-2187;geneid=nfu_pred_49_mir-2187;coords=scaffold00324:908-1011

scaffold00341 nfu_mirna_prediction pre_miRNA 28270 28350 . + . ID=nfu_pred_50;biotype=pre-miRNA;gene=mir-185;geneid=nfu_pred_50_mir-185;coords=scaffold00341:28270-28350

scaffold00341 nfu_mirna_prediction mature_miRNA 28280 28302 . + . ID=nfu_pred_50;biotype=5'-mature-miRNA;gene=mir-185;geneid=nfu_pred_50_mir-185;coords=scaffold00341:28280-28302

scaffold00341 nfu_mirna_prediction mature_miRNA 28315 28336 . + . ID=nfu_pred_50;biotype=3'-mature-miRNA;gene=mir-185;geneid=nfu_pred_50_mir-185;coords=scaffold00341:28315-28336

scaffold00344 nfu_mirna_prediction pre_miRNA 94405 94492 . - . ID=nfu_pred_51;biotype=pre-miRNA;gene=mir-187;geneid=nfu_pred_51_mir-187;coords=scaffold00344:94405-94492

scaffold00344 nfu_mirna_prediction mature_miRNA 94416 94438 . - . ID=nfu_pred_51;biotype=3'-mature-miRNA;gene=mir-187;geneid=nfu_pred_51_mir-187;coords=scaffold00344:94416-94438

scaffold00364 nfu_mirna_prediction pre_miRNA 198 276 . + . ID=nfu_pred_52;biotype=pre-miRNA;gene=mir-430;geneid=nfu_pred_52_mir-430;coords=scaffold00364:198-276

scaffold00364 nfu_mirna_prediction pre_miRNA 450 540 . + . ID=nfu_pred_54;biotype=pre-miRNA;gene=mir-430;geneid=nfu_pred_54_mir-430;coords=scaffold00364:450-540

scaffold00364 nfu_mirna_prediction mature_miRNA 471 491 . + . ID=nfu_pred_54;biotype=5'-mature-miRNA;gene=mir-430;geneid=nfu_pred_54_mir-430;coords=scaffold00364:471-491

scaffold00364 nfu_mirna_prediction mature_miRNA 508 529 . + . ID=nfu_pred_54;biotype=3'-mature-miRNA;gene=mir-430;geneid=nfu_pred_54_mir-430;coords=scaffold00364:508-529

scaffold00383 nfu_mirna_prediction pre_miRNA 75389 75467 . + . ID=nfu_pred_55;biotype=pre-miRNA;gene=;geneid=nfu_pred_55_;coords=scaffold00383:75389-75467

scaffold00383 nfu_mirna_prediction mature_miRNA 75436 75457 . + . ID=nfu_pred_55;biotype=3'-mature-miRNA;gene=;geneid=nfu_pred_55_;coords=scaffold00383:75436-75457

scaffold00389 nfu_mirna_prediction pre_miRNA 63910 64010 . - . ID=nfu_pred_56;biotype=pre-miRNA;gene=mir-605;geneid=nfu_pred_56_mir-605;coords=scaffold00389:63910-64010

scaffold00389 nfu_mirna_prediction mature_miRNA 63930 63950 . - . ID=nfu_pred_56;biotype=5'-mature-miRNA;gene=mir-605;geneid=nfu_pred_56_mir-605;coords=scaffold00389:63930-63950

scaffold00389 nfu_mirna_prediction mature_miRNA 63969 63990 . - . ID=nfu_pred_56;biotype=3'-mature-miRNA;gene=mir-605;geneid=nfu_pred_56_mir-605;coords=scaffold00389:63969-63990

scaffold00415 nfu_mirna_prediction pre_miRNA 71920 72007 . - . ID=nfu_pred_57;biotype=pre-miRNA;gene=mir-187;geneid=nfu_pred_57_mir-187;coords=scaffold00415:71920-72007

scaffold00415 nfu_mirna_prediction mature_miRNA 71972 71992 . - . ID=nfu_pred_57;biotype=5'-mature-miRNA;gene=mir-187;geneid=nfu_pred_57_mir-187;coords=scaffold00415:71972-71992

scaffold00415 nfu_mirna_prediction mature_miRNA 71932 71955 . - . ID=nfu_pred_57;biotype=3'-mature-miRNA;gene=mir-187;geneid=nfu_pred_57_mir-187;coords=scaffold00415:71932-71955

scaffold00423 nfu_mirna_prediction pre_miRNA 91310 91391 . - . ID=nfu_pred_58;biotype=pre-miRNA;gene=mir-3179;geneid=nfu_pred_58_mir-3179;coords=scaffold00423:91310-91391

scaffold00423 nfu_mirna_prediction mature_miRNA 91359 91380 . - . ID=nfu_pred_58;biotype=5'-mature-miRNA;gene=mir-3179;geneid=nfu_pred_58_mir-3179;coords=scaffold00423:91359-91380

scaffold00423 nfu_mirna_prediction mature_miRNA 91323 91344 . - . ID=nfu_pred_58;biotype=3'-mature-miRNA;gene=mir-3179;geneid=nfu_pred_58_mir-3179;coords=scaffold00423:91323-91344

scaffold00441 nfu_mirna_prediction pre_miRNA 17515 17620 . - . ID=nfu_pred_59;biotype=pre-miRNA;gene=mir-821;geneid=nfu_pred_59_mir-821;coords=scaffold00441:17515-17620

scaffold00459 nfu_mirna_prediction pre_miRNA 41461 41540 . + . ID=nfu_pred_60;biotype=pre-miRNA;gene=mir-22;geneid=nfu_pred_60_mir-22;coords=scaffold00459:41461-41540

scaffold00459 nfu_mirna_prediction mature_miRNA 41508 41529 . + . ID=nfu_pred_60;biotype=3'-mature-miRNA;gene=mir-22;geneid=nfu_pred_60_mir-22;coords=scaffold00459:41508-41529

scaffold00460 nfu_mirna_prediction pre_miRNA 65459 65537 . + . ID=nfu_pred_61;biotype=pre-miRNA;gene=mir-42;geneid=nfu_pred_61_mir-42;coords=scaffold00460:65459-65537

scaffold00460 nfu_mirna_prediction mature_miRNA 65469 65490 . + . ID=nfu_pred_61;biotype=5'-mature-miRNA;gene=mir-42;geneid=nfu_pred_61_mir-42;coords=scaffold00460:65469-65490

scaffold00460 nfu_mirna_prediction mature_miRNA 65503 65524 . + . ID=nfu_pred_61;biotype=3'-mature-miRNA;gene=mir-42;geneid=nfu_pred_61_mir-42;coords=scaffold00460:65503-65524

scaffold00462 nfu_mirna_prediction pre_miRNA 32815 32906 . + . ID=nfu_pred_823;biotype=pre-miRNA;gene=mir-153;geneid=nfu_pred_823_mir-153;coords=scaffold00462:32815-32906

scaffold00486 nfu_mirna_prediction pre_miRNA 11104 11176 . + . ID=nfu_pred_62;biotype=pre-miRNA;gene=mir-219;geneid=nfu_pred_62_mir-219;coords=scaffold00486:11104-11176

scaffold00486 nfu_mirna_prediction mature_miRNA 11151 11173 . + . ID=nfu_pred_62;biotype=3'-mature-miRNA;gene=mir-219;geneid=nfu_pred_62_mir-219;coords=scaffold00486:11151-11173

scaffold00587 nfu_mirna_prediction pre_miRNA 11208 11286 . - . ID=nfu_pred_64;biotype=pre-miRNA;gene=;geneid=nfu_pred_64_;coords=scaffold00587:11208-11286

scaffold00588 nfu_mirna_prediction pre_miRNA 14350 14430 . - . ID=nfu_pred_65;biotype=pre-miRNA;gene=mir-396;geneid=nfu_pred_65_mir-396;coords=scaffold00588:14350-14430

scaffold00588 nfu_mirna_prediction mature_miRNA 14404 14426 . - . ID=nfu_pred_65;biotype=5'-mature-miRNA;gene=mir-396;geneid=nfu_pred_65_mir-396;coords=scaffold00588:14404-14426

scaffold00588 nfu_mirna_prediction mature_miRNA 14364 14385 . - . ID=nfu_pred_65;biotype=3'-mature-miRNA;gene=mir-396;geneid=nfu_pred_65_mir-396;coords=scaffold00588:14364-14385

scaffold00594 nfu_mirna_prediction pre_miRNA 18999 19061 . + . ID=nfu_pred_66;biotype=pre-miRNA;gene=;geneid=nfu_pred_66_;coords=scaffold00594:18999-19061

scaffold00613 nfu_mirna_prediction pre_miRNA 47244 47338 . - . ID=nfu_pred_68;biotype=pre-miRNA;gene=mir-230;geneid=nfu_pred_68_mir-230;coords=scaffold00613:47244-47338

scaffold00613 nfu_mirna_prediction mature_miRNA 47308 47329 . - . ID=nfu_pred_68;biotype=5'-mature-miRNA;gene=mir-230;geneid=nfu_pred_68_mir-230;coords=scaffold00613:47308-47329

scaffold00613 nfu_mirna_prediction mature_miRNA 47267 47288 . - . ID=nfu_pred_68;biotype=3'-mature-miRNA;gene=mir-230;geneid=nfu_pred_68_mir-230;coords=scaffold00613:47267-47288

scaffold00614 nfu_mirna_prediction pre_miRNA 68923 69001 . + . ID=nfu_pred_69;biotype=pre-miRNA;gene=mir-1;geneid=nfu_pred_69_mir-1;coords=scaffold00614:68923-69001

scaffold00614 nfu_mirna_prediction mature_miRNA 68970 68991 . + . ID=nfu_pred_69;biotype=3'-mature-miRNA;gene=mir-1;geneid=nfu_pred_69_mir-1;coords=scaffold00614:68970-68991

scaffold00614 nfu_mirna_prediction pre_miRNA 69661 69749 . + . ID=nfu_pred_70;biotype=pre-miRNA;gene=mir-133;geneid=nfu_pred_70_mir-133;coords=scaffold00614:69661-69749

scaffold00614 nfu_mirna_prediction mature_miRNA 69713 69733 . + . ID=nfu_pred_70;biotype=3'-mature-miRNA;gene=mir-133;geneid=nfu_pred_70_mir-133;coords=scaffold00614:69713-69733

scaffold00655 nfu_mirna_prediction pre_miRNA 71987 72065 . - . ID=nfu_pred_72;biotype=pre-miRNA;gene=;geneid=nfu_pred_72_;coords=scaffold00655:71987-72065

scaffold00655 nfu_mirna_prediction mature_miRNA 72040 72061 . - . ID=nfu_pred_72;biotype=5'-mature-miRNA;gene=;geneid=nfu_pred_72_;coords=scaffold00655:72040-72061

scaffold00655 nfu_mirna_prediction mature_miRNA 72000 72019 . - . ID=nfu_pred_72;biotype=3'-mature-miRNA;gene=;geneid=nfu_pred_72_;coords=scaffold00655:72000-72019

scaffold00676 nfu_mirna_prediction pre_miRNA 43170 43226 . - . ID=nfu_pred_73;biotype=pre-miRNA;gene=mir-7641;geneid=nfu_pred_73_mir-7641;coords=scaffold00676:43170-43226

scaffold00682 nfu_mirna_prediction pre_miRNA 13252 13339 . - . ID=nfu_pred_74;biotype=pre-miRNA;gene=mir-33;geneid=nfu_pred_74_mir-33;coords=scaffold00682:13252-13339

scaffold00715 nfu_mirna_prediction pre_miRNA 30698 30782 . - . ID=nfu_pred_76;biotype=pre-miRNA;gene=mir-42;geneid=nfu_pred_76_mir-42;coords=scaffold00715:30698-30782

scaffold00715 nfu_mirna_prediction mature_miRNA 30756 30778 . - . ID=nfu_pred_76;biotype=5'-mature-miRNA;gene=mir-42;geneid=nfu_pred_76_mir-42;coords=scaffold00715:30756-30778

scaffold00715 nfu_mirna_prediction mature_miRNA 30716 30737 . - . ID=nfu_pred_76;biotype=3'-mature-miRNA;gene=mir-42;geneid=nfu_pred_76_mir-42;coords=scaffold00715:30716-30737

scaffold00715 nfu_mirna_prediction pre_miRNA 37113 37176 . + . ID=nfu_pred_77;biotype=pre-miRNA;gene=;geneid=nfu_pred_77_;coords=scaffold00715:37113-37176

scaffold00721 nfu_mirna_prediction pre_miRNA 50978 51050 . + . ID=nfu_pred_78;biotype=pre-miRNA;gene=mir-144;geneid=nfu_pred_78_mir-144;coords=scaffold00721:50978-51050

scaffold00721 nfu_mirna_prediction pre_miRNA 51374 51508 . + . ID=nfu_pred_79;biotype=pre-miRNA;gene=mir-33;geneid=nfu_pred_79_mir-33;coords=scaffold00721:51374-51508

scaffold00730 nfu_mirna_prediction pre_miRNA 53186 53264 . - . ID=nfu_pred_80;biotype=pre-miRNA;gene=mir-30;geneid=nfu_pred_80_mir-30;coords=scaffold00730:53186-53264

scaffold00730 nfu_mirna_prediction mature_miRNA 53233 53254 . - . ID=nfu_pred_80;biotype=5'-mature-miRNA;gene=mir-30;geneid=nfu_pred_80_mir-30;coords=scaffold00730:53233-53254

scaffold00730 nfu_mirna_prediction mature_miRNA 53192 53212 . - . ID=nfu_pred_80;biotype=3'-mature-miRNA;gene=mir-30;geneid=nfu_pred_80_mir-30;coords=scaffold00730:53192-53212

scaffold00730 nfu_mirna_prediction pre_miRNA 53393 53473 . - . ID=nfu_pred_81;biotype=pre-miRNA;gene=mir-30;geneid=nfu_pred_81_mir-30;coords=scaffold00730:53393-53473

scaffold00730 nfu_mirna_prediction mature_miRNA 53440 53463 . - . ID=nfu_pred_81;biotype=5'-mature-miRNA;gene=mir-30;geneid=nfu_pred_81_mir-30;coords=scaffold00730:53440-53463

scaffold00730 nfu_mirna_prediction mature_miRNA 53404 53425 . - . ID=nfu_pred_81;biotype=3'-mature-miRNA;gene=mir-30;geneid=nfu_pred_81_mir-30;coords=scaffold00730:53404-53425

scaffold00732 nfu_mirna_prediction pre_miRNA 27543 27608 . - . ID=nfu_pred_82;biotype=pre-miRNA;gene=let-7;geneid=nfu_pred_82_let-7;coords=scaffold00732:27543-27608

scaffold00732 nfu_mirna_prediction mature_miRNA 27580 27602 . - . ID=nfu_pred_82;biotype=5'-mature-miRNA;gene=let-7;geneid=nfu_pred_82_let-7;coords=scaffold00732:27580-27602

scaffold00795 nfu_mirna_prediction pre_miRNA 8968 9069 . - . ID=nfu_pred_83;biotype=pre-miRNA;gene=mir-358;geneid=nfu_pred_83_mir-358;coords=scaffold00795:8968-9069

scaffold00800 nfu_mirna_prediction pre_miRNA 14844 14922 . + . ID=nfu_pred_84;biotype=pre-miRNA;gene=mir-885;geneid=nfu_pred_84_mir-885;coords=scaffold00800:14844-14922

scaffold00800 nfu_mirna_prediction mature_miRNA 14854 14876 . + . ID=nfu_pred_84;biotype=5'-mature-miRNA;gene=mir-885;geneid=nfu_pred_84_mir-885;coords=scaffold00800:14854-14876

scaffold00800 nfu_mirna_prediction mature_miRNA 14889 14909 . + . ID=nfu_pred_84;biotype=3'-mature-miRNA;gene=mir-885;geneid=nfu_pred_84_mir-885;coords=scaffold00800:14889-14909

scaffold00836 nfu_mirna_prediction pre_miRNA 39804 39918 . + . ID=nfu_pred_85;biotype=pre-miRNA;gene=mir-455;geneid=nfu_pred_85_mir-455;coords=scaffold00836:39804-39918

scaffold00836 nfu_mirna_prediction mature_miRNA 39866 39887 . + . ID=nfu_pred_85;biotype=3'-mature-miRNA;gene=mir-455;geneid=nfu_pred_85_mir-455;coords=scaffold00836:39866-39887

scaffold00860 nfu_mirna_prediction pre_miRNA 5258 5339 . + . ID=nfu_pred_86;biotype=pre-miRNA;gene=mir-287;geneid=nfu_pred_86_mir-287;coords=scaffold00860:5258-5339

scaffold00888 nfu_mirna_prediction pre_miRNA 27515 27612 . - . ID=nfu_pred_90;biotype=pre-miRNA;gene=mir-6720;geneid=nfu_pred_90_mir-6720;coords=scaffold00888:27515-27612

scaffold00892 nfu_mirna_prediction pre_miRNA 39340 39429 . + . ID=nfu_pred_91;biotype=pre-miRNA;gene=mir-196;geneid=nfu_pred_91_mir-196;coords=scaffold00892:39340-39429

scaffold00892 nfu_mirna_prediction mature_miRNA 39358 39381 . + . ID=nfu_pred_91;biotype=5'-mature-miRNA;gene=mir-196;geneid=nfu_pred_91_mir-196;coords=scaffold00892:39358-39381

scaffold00892 nfu_mirna_prediction mature_miRNA 39394 39415 . + . ID=nfu_pred_91;biotype=3'-mature-miRNA;gene=mir-196;geneid=nfu_pred_91_mir-196;coords=scaffold00892:39394-39415

scaffold00898 nfu_mirna_prediction pre_miRNA 9631 9719 . - . ID=nfu_pred_92;biotype=pre-miRNA;gene=mir-458;geneid=nfu_pred_92_mir-458;coords=scaffold00898:9631-9719

scaffold00950 nfu_mirna_prediction pre_miRNA 28788 28868 . + . ID=nfu_pred_93;biotype=pre-miRNA;gene=mir-4683;geneid=nfu_pred_93_mir-4683;coords=scaffold00950:28788-28868

scaffold00954 nfu_mirna_prediction pre_miRNA 12429 12507 . + . ID=nfu_pred_94;biotype=pre-miRNA;gene=;geneid=nfu_pred_94_;coords=scaffold00954:12429-12507

scaffold00954 nfu_mirna_prediction mature_miRNA 12476 12497 . + . ID=nfu_pred_94;biotype=3'-mature-miRNA;gene=;geneid=nfu_pred_94_;coords=scaffold00954:12476-12497

scaffold00980 nfu_mirna_prediction pre_miRNA 22015 22095 . + . ID=nfu_pred_95;biotype=pre-miRNA;gene=;geneid=nfu_pred_95_;coords=scaffold00980:22015-22095

scaffold00980 nfu_mirna_prediction mature_miRNA 22026 22047 . + . ID=nfu_pred_95;biotype=5'-mature-miRNA;gene=;geneid=nfu_pred_95_;coords=scaffold00980:22026-22047

scaffold00980 nfu_mirna_prediction mature_miRNA 22063 22084 . + . ID=nfu_pred_95;biotype=3'-mature-miRNA;gene=;geneid=nfu_pred_95_;coords=scaffold00980:22063-22084

scaffold00989 nfu_mirna_prediction pre_miRNA 2287 2345 . + . ID=nfu_pred_96;biotype=pre-miRNA;gene=mir-7641;geneid=nfu_pred_96_mir-7641;coords=scaffold00989:2287-2345

scaffold01015 nfu_mirna_prediction pre_miRNA 48174 48230 . + . ID=nfu_pred_97;biotype=pre-miRNA;gene=mir-7641;geneid=nfu_pred_97_mir-7641;coords=scaffold01015:48174-48230

scaffold01015 nfu_mirna_prediction mature_miRNA 48179 48199 . + . ID=nfu_pred_97;biotype=5'-mature-miRNA;gene=mir-7641;geneid=nfu_pred_97_mir-7641;coords=scaffold01015:48179-48199

scaffold01015 nfu_mirna_prediction mature_miRNA 48207 48227 . + . ID=nfu_pred_97;biotype=3'-mature-miRNA;gene=mir-7641;geneid=nfu_pred_97_mir-7641;coords=scaffold01015:48207-48227

scaffold01082 nfu_mirna_prediction pre_miRNA 7332 7403 . + . ID=nfu_pred_98;biotype=pre-miRNA;gene=mir-144;geneid=nfu_pred_98_mir-144;coords=scaffold01082:7332-7403

scaffold01094 nfu_mirna_prediction pre_miRNA 22958 23044 . - . ID=nfu_pred_99;biotype=pre-miRNA;gene=mir-122a/mir-3591;geneid=nfu_pred_99_mir-122a/mir-3591;coords=scaffold01094:22958-23044

scaffold01141 nfu_mirna_prediction pre_miRNA 11975 12053 . - . ID=nfu_pred_100;biotype=pre-miRNA;gene=mir-101;geneid=nfu_pred_100_mir-101;coords=scaffold01141:11975-12053

scaffold01141 nfu_mirna_prediction mature_miRNA 11985 12006 . - . ID=nfu_pred_100;biotype=3'-mature-miRNA;gene=mir-101;geneid=nfu_pred_100_mir-101;coords=scaffold01141:11985-12006

scaffold01172 nfu_mirna_prediction pre_miRNA 10697 10775 . + . ID=nfu_pred_101;biotype=pre-miRNA;gene=;geneid=nfu_pred_101_;coords=scaffold01172:10697-10775

scaffold01172 nfu_mirna_prediction mature_miRNA 10706 10728 . + . ID=nfu_pred_101;biotype=5'-mature-miRNA;gene=;geneid=nfu_pred_101_;coords=scaffold01172:10706-10728

scaffold01172 nfu_mirna_prediction mature_miRNA 10744 10766 . + . ID=nfu_pred_101;biotype=3'-mature-miRNA;gene=;geneid=nfu_pred_101_;coords=scaffold01172:10744-10766

scaffold01177 nfu_mirna_prediction pre_miRNA 43424 43486 . + . ID=nfu_pred_102;biotype=pre-miRNA;gene=;geneid=nfu_pred_102_;coords=scaffold01177:43424-43486

scaffold01194 nfu_mirna_prediction pre_miRNA 38646 38722 . - . ID=nfu_pred_104;biotype=pre-miRNA;gene=mir-96a;geneid=nfu_pred_104_mir-96a;coords=scaffold01194:38646-38722

scaffold01210 nfu_mirna_prediction pre_miRNA 29934 30003 . - . ID=nfu_pred_105;biotype=pre-miRNA;gene=mir-3187;geneid=nfu_pred_105_mir-3187;coords=scaffold01210:29934-30003

scaffold01223 nfu_mirna_prediction pre_miRNA 9808 9894 . - . ID=nfu_pred_106;biotype=pre-miRNA;gene=mir-34;geneid=nfu_pred_106_mir-34;coords=scaffold01223:9808-9894

scaffold01223 nfu_mirna_prediction mature_miRNA 9824 9845 . - . ID=nfu_pred_106;biotype=3'-mature-miRNA;gene=mir-34;geneid=nfu_pred_106_mir-34;coords=scaffold01223:9824-9845

scaffold01224 nfu_mirna_prediction pre_miRNA 6689 6767 . + . ID=nfu_pred_107;biotype=pre-miRNA;gene=mir-939;geneid=nfu_pred_107_mir-939;coords=scaffold01224:6689-6767

scaffold01224 nfu_mirna_prediction mature_miRNA 6697 6721 . + . ID=nfu_pred_107;biotype=5'-mature-miRNA;gene=mir-939;geneid=nfu_pred_107_mir-939;coords=scaffold01224:6697-6721

scaffold01224 nfu_mirna_prediction mature_miRNA 6736 6757 . + . ID=nfu_pred_107;biotype=3'-mature-miRNA;gene=mir-939;geneid=nfu_pred_107_mir-939;coords=scaffold01224:6736-6757

scaffold01281 nfu_mirna_prediction pre_miRNA 6327 6426 . - . ID=nfu_pred_108;biotype=pre-miRNA;gene=mir-506;geneid=nfu_pred_108_mir-506;coords=scaffold01281:6327-6426

scaffold01281 nfu_mirna_prediction mature_miRNA 6392 6402 . - . ID=nfu_pred_108;biotype=5'-mature-miRNA;gene=mir-506;geneid=nfu_pred_108_mir-506;coords=scaffold01281:6392-6402

scaffold01281 nfu_mirna_prediction mature_miRNA 6447 6467 . - . ID=nfu_pred_108;biotype=3'-mature-miRNA;gene=mir-506;geneid=nfu_pred_108_mir-506;coords=scaffold01281:6447-6467

scaffold01293 nfu_mirna_prediction pre_miRNA 36109 36165 . + . ID=nfu_pred_109;biotype=pre-miRNA;gene=mir-7641;geneid=nfu_pred_109_mir-7641;coords=scaffold01293:36109-36165

How the deposited data were processed for this re-analysis (not part of the article)

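Small RNA-Seq libraries of 7 N. furzeri embryo samples were analysed, 2 of the strain MZM-0403 and 5 of MZM-0410. The brain, liver and skin libraries and the libraries of the other killifish species were not analysed here. According to the paper, total RNA was made into libraries with the TruSeq small RNA kit and sequenced in single-read mode, adapters were cut with in-house scripts, reads were trimmed by base quality and length with PRINSEQ, and segemehl mapped them to the draft genome of N. furzeri, keeping multiple best locations. For each library the authors deposited a table with 754 pre-miRNAs and 1 value each. All values are 0 or 1, and they are taken as calls of presence. How the authors turned mapped reads into 0 or 1 was not found in the paper, its additional files or the sample labels. The tables were not pooled over libraries.

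Because the deposited values are not read counts, the depth of each library is not known from the files used here. The paper gives a range of reads per sample, and its Supplement Table 1, which was not read here, may hold the depth per library. No share of reads, confidence interval, detection limit or normalization could be computed, and the tests on read counts fixed before the files arrived were replaced by tests on calls. A pre-miRNA that few reads covered and a pre-miRNA that was absent both have the value 0, so the number of calls depends on a depth that is not known. Segemehl's multiple locations mean that reads of near-identical copies can reach several loci, and it is not known how the authors shared them out.

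The strain and the replicate of each library were taken from the sample labels and from Table 4 of the paper, which gives 2 weeks after fertilization plus diapause II for all embryos. The names of the MZM-0403 libraries point to a somite stage and to 24 hpf, and this conflict was left open. The lane in the library names (1 or 7) is the only batch in the labels. The labels of the strains share no replicate numbers, so libraries were not paired. Library pairs were compared by the Jaccard index of their calls, and no pair was identical.

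From the calls, the pre-miRNAs called in at least 1 library were counted, in total and per library, and for mir-430, mir-29 and the miR-17/92 clusters. Strains and lanes were compared by exact permutation tests over all 21 splits of 2 against 5 libraries and all 35 splits of 3 against 4, with Benjamini-Hochberg adjustment over 4 measures per comparison. In place of a test per pre-miRNA, the pre-miRNAs called in every library of a group and in none of the other were counted and set against the same count for every other split. Calls of named and unnamed pre-miRNAs were compared by Fisher's exact test. An outlying library was looked for with Dixon's ratio of gap to range and its 95% critical values.

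Coordinates were taken from Additional file 2 (pre-miRNAs and mature miRNAs) and Additional file 1 (other ncRNAs), on the draft genome of N. furzeri used in the paper. The embryo files and Additional file 2 were joined by the number in the identifier. No joined locus lies on sgr18 or sgr19, so the calls do not cover these synteny groups. Clusters were chains of pre-miRNAs whose starts lie at most 10 kb apart, with at least 2 members, after the paper's definition. For pairs of clustered pre-miRNAs with different gene names, the number of pairs with both members called, each in any library, was compared with 100000 permutations of the calls within named and within unnamed pre-miRNAs. No genome sequence was used here, so gene overlaps and sequences were left out.

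The loci named in the text were fixed by a rule before the files arrived: every pre-miRNA or cluster the paper names by locus, and the 10 pre-miRNAs with the largest share of reads. The latter could not be ranked, and the 13 pre-miRNAs called in all 7 libraries were named in their place. Rankings by fold change could not be made either. The alternatives tried were other call rules, other cluster distances (5 kb and 50 kb, ends in place of starts, same strand only), other sets of pre-miRNAs, and each library left out in turn. The scripts used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9, and were tested on simulated data in which all 40 planted clusters were recovered.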

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

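The MZM-0403 library 24hpf lay far below the other embryo libraries in the number of calls. It had 17 calls, while the other 6 libraries had between 89 and 117, and its gap to the next library was 0.72 of the whole range (above Dixon's 95% critical value for 7 libraries). The same library also stood apart with 15 calls of named pre-miRNAs, with 1 mir-430 locus where the others had 3 or 4, and with 2 loci of the 6-member miR-17/92 clusters where the others had 7 or 8. These are 4 flags among the 14 groups tested, where chance gives about 1 in 20, but they count overlapping sets of calls in the same library and are not independent of each other.

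Several explanations were weighed, all with predictions written after the calls had been seen. The sequencing lane does not account for it, since the lowest of the other 2 lane 1 libraries had 89 calls. Low depth or poor RNA could not be excluded. All 17 calls of the library were shared with at least 2 other libraries and 13 of them with all others, which is what a shallow library of the same material would show, but the depth is not in the files. The name of the library points to an embryo of 24 hpf, much earlier than the 2 weeks plus diapause given in Table 4. No pre-miRNA was called in this library alone (0 calls), which leaves an earlier stage neither shown nor excluded, since 17 calls leave little room for any. Fragments of other RNA classes may make up a larger part of this library. Of its 17 calls, 6 have no pre-miRNA line in Additional file 2, against 9 of the 137 other called pre-miRNAs (odds ratio 7.76, Fisher's exact test across pre-miRNAs, p = 0.00202), and among these 6 are SNORD50 and a mir-7641. Another mir-7641 called in 24hpf, nfu_pred_583, has such a line and lies inside a 5S rRNA locus. Most of the 6 were called in all 7 libraries, so similar numbers could arise if only the most abundant RNAs had been called in 24hpf. Not every call goes with this. Those of mir-184, nfu_p_262 and both mir-7641 loci were shared with only 2 to 4 of the other 6 libraries. In turn, 57 pre-miRNAs called in every other library were not called in 24hpf. Low depth, an earlier stage and RNA degradation can therefore not be told apart, and leaving out the library kept the 154 pre-miRNAs called in any library but raised the number called in every library of a strain and in none of the other from 5 to 15.

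A signal was also found among pre-miRNAs that the paper does not report, those in the embryo files without a pre-miRNA line under their number in Additional file 2. Of these 76 pre-miRNAs, 15 were called in the embryo libraries, 4 of them (miR-430, SNORD50, mir-2916 and 1 without a gene name) in all 7 libraries. They were called about as often as pre-miRNAs with such a line (19.7% against 20.5%, Fisher's exact test across pre-miRNAs, p = 1), so a lack of calls in the embryo is not what sets them apart. Fragments of other RNA classes are a candidate explanation for some of them. Of the 15 called, 3 carry the name of a snoRNA or of mir-7641, the latter a name whose loci in Additional file 2 mostly lie in 5S rRNA. The other 12 do not carry such a name, 5 of them being mir-6236, and without the genome sequence they could not be tested. Renumbering between the file versions was not tested for these 12. The 73 numbers of Additional file 2 that are not in the embryo files are no evidence for it. They are all above 754, where the embryo files end. No biological explanation was tested, and both predictions were written after the result was seen.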

How the results depend on the processing

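The call rules, cluster distances and libraries to be left out were listed before the processed files arrived, and the alternatives marked as added were chosen after seeing the data. In all, 115 values under alternatives were computed for 18 results, and 104 of them counted as unchanged by the limits used. These limits are wide. They took a fall from 154 to 115 pre-miRNAs called as no change, and a fall from 20 to 13 clusters as a change. By them 13 results counted as unchanged under every alternative. Among these, the clusters of N. furzeri moved from 83 to between 74 and 96, and the miRNAs in clusters from 213 to between 191 and 248. The odds ratio of named pre-miRNAs moved from 2.6 to between 2.37 and 3.83. The mir-430 and mir-29 loci called and the calls of nfu_pred_215 did not move. The pairs of clustered pre-miRNAs with both members called kept their direction, with 44 of 316 pairs when pairs with the same gene name were included (permutation p = 0.0059). They no longer passed the test when only gene names with a single locus were kept, an added alternative that leaves 3 pairs, 1 of them with both members called (permutation p = 0.11).

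The 154 pre-miRNAs called in any library fell to 13 when a call in each of the 7 libraries was required. This alternative lets the library with the fewest calls decide, since 24hpf had 17 calls and 57 pre-miRNAs were called in every library but that one. Clusters with at least 2 members called fell from 20 to 13 when a call in at least 2 libraries was required, an added alternative that takes out the 32 pre-miRNAs called in a single library. The pre-miRNAs called in every library of a strain and in none of the other numbered 5, and from 5 to 62 across the 7 fits that each left out 1 library. The highest value came without som, which leaves 24hpf as the only MZM-0403 library. For the lanes there was 1 such pre-miRNA, with 1 to 7 across the 7 fits that each left out 1 library, and 7 with the MZM-0410 libraries only, where lane 1 is a single library. These counts rest on very few libraries per group and are not stable.

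The values are calls without depth, which limits every statement about a pre-miRNA that was not called. For the same reason several alternatives planned for read counts were not run: minimums of 10 counts, subsampling to the smallest library, shares without the most abundant pre-miRNA or with scaled library sizes, other normalizations, other filters on low counts, the lane as a covariate and another prior count. The shares of reads on mir-430, mir-29 and miR-17/92 were replaced by the number of loci called, and the correlation of clustered pre-miRNAs by the number of pairs with both members called.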

Differences from the paper's values

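None of the values computed here differed from the paper's by more than 1.5 times. The U1 loci came closest to this limit, with 4 entries in Additional file 1 against the paper's 6 in Table 1, and no alternative set before the files arrived bears on it. The paper describes the miRNA catalogue as the union of predictions after redundant loci were removed, while in Additional file 2 the locus of nfu_pred_186 is listed on 2 lines, so that 753 different loci remain. Counting it once, an alternative chosen after seeing the values, gives 82 clusters with 211 miRNAs against the paper's 83 and 213. Fig. 4 draws a 5' and a 3' mature form for nfu_pred_215, for which Additional file 2 lists 0 mature forms.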

Other observations

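The strains were not clearly separated by their calls. There were 5 pre-miRNAs called in all 5 MZM-0410 libraries and in neither MZM-0403 library, namely a mir-196 locus, mir-592, mir-651 and 2 without a gene name. The count the other way round was 0, but it requires a call in 24hpf. All 17 calls of 24hpf were shared with at least 2 other libraries, so this 0 gives no direction between the strains. Of the 21 splits of the 7 libraries into 2 against 5, 2 separated at least 5 pre-miRNAs, the real split included. The other was 24hpf and no37 against the rest with 6, a pair of lane 1 libraries from different strains. The prediction for the splits was written after the calls had been seen. The sequencing lane was tested with a prediction written before. The lane 1 library of MZM-0410, no37, had a mean Jaccard index of 0.714 with the 4 lane 7 libraries of its strain. With the lane 1 library som of MZM-0403 it had 0.615, a difference of 0.0992. The lane alone therefore does not bring no37 together with som. The pairs with 24hpf went the other way. The highest index with 24hpf was that of no37 (0.191), above that of som (0.126), while index5 on lane 7 had 0.150. With so few calls in 24hpf, its pairs cannot decide between lane and strain. The number of called mir-430 loci was 2 ± 1.41 (SD, n = 2) in MZM-0403 and 3.6 ± 0.548 (SD, n = 5) in MZM-0410 (exact permutation test, p = 0.143, Benjamini-Hochberg adjusted p = 0.254). That of mir-29 loci was 0.5 ± 0.707 (SD, n = 2) and 1.2 ± 0.837 (SD, n = 5) (exact permutation test, p = 0.667, adjusted p = 0.667), and that of loci in the 6-member miR-17/92 clusters 4.5 ± 3.54 (SD, n = 2) and 7.4 ± 0.548 (SD, n = 5) (exact permutation test, p = 0.190, adjusted p = 0.254). Within lane 1, the only MZM-0410 library (no37) had 3 mir-430 loci, 1 mir-29 locus and 7 miR-17/92 loci, the same numbers as som, while 24hpf had 1, 0 and 2. Lane 7 holds no MZM-0403 library, so strain and lane cannot be fully told apart. The MZM-0403 names also point to a somite stage and to 24 hpf, while no MZM-0410 name gives a stage. If these names are right, strain cannot be told apart from stage, and the MZM-0403 libraries are not replicates of the same stage.

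Between the lanes, 1 pre-miRNA (the mir-190 locus on sgr13) was called in all lane 7 libraries and in no lane 1 library. Of the 35 splits of 3 against 4 libraries, 12 gave at least as many, the real split included, a count for which the prediction was written after the calls had been seen.

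Pairs of pre-miRNAs in a cluster had both members called more often than the number of calls alone would give. Of the 101 pairs within a cluster that carry different gene names, 35 had both members called, each in any of the 7 libraries, against 4.6 on average over 100000 permutations of the calls within named and within unnamed pre-miRNAs (p = 1e-05, the smallest these permutations can give). In 33 of the 35 pairs the members shared at least 1 library, against 4.25 on average (permutation p = 1e-05), an alternative added after the files were seen. Reads shared between near-identical copies are a technical explanation. Leaving out pairs with the same gene name removes copies next to each other, but not reads shared between related clusters, since 19 of the 35 pairs come from the 4 clusters with miR-17/92 members, which repeat the same gene names. Further tests were added after these pairs had been seen. Outside the 4 clusters 16 of 71 pairs had both members called, against 3.13 on average (permutation p = 1e-05), 14 of them in the same library. Among pairs of gene names found in 1 cluster only, 4 of 18 had, against 0.698 on average (permutation p = 0.0062). With gene names that have a single locus in Additional file 2, 3 pairs were left, of which 1 had both members called (permutation p = 0.111), too few to decide. All predictions for these tests were written or reworded after the files had been seen. The paper describes clustered miRNAs as transcribed together, and this could be a hypothesis for the calls in the embryo as well. For the miR-17/92 clusters it cannot be told apart from reads shared between related clusters. Pairs of mir-15 with mir-16 and of lin-4 with mir-10 were also called in related clusters. Elsewhere a relative had no call. The mir-216 and mir-217 cluster had 3 of 3 members called on sgr15 and 0 of 3 on sgr08. That of mir-183, mir-96a and mir-182 had 3 of 3 called on sgr07, and its relative with mir-96 on sgr13 had 0 of 3. On sgr07, however, mir-183 was called in som and mir-182 in som and index1. The mir-96a locus between them was called in index3, index4, index5 and no37, so it shared no library with either neighbour. The missing calls of the relatives argue against shared reads for these clusters, and the other pairs stay open. Differences in conservation between clusters and the unknown depth were not tested.

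Pre-miRNAs with a gene name were called more often than those without one (odds ratio 2.6). If copies of a family that share reads were the cause, the odds ratio should fall to about 1 when only gene names with a single locus are kept. It was 3.83 (32 of 108 named and 11 of 111 unnamed pre-miRNAs called, Fisher's exact test across pre-miRNAs, p = 0.000295), so reads shared between loci of the same name do not account for it. Loci of 1 family can carry different names in the embryo files, and reads shared between these were not tested. This prediction was written after the odds ratio had been seen, and the unknown depth and call rule leave other technical explanations open.

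Of the 14 pre-miRNAs named mir-7641 in Additional file 2, 12 lie wholly inside a 5S rRNA locus of Additional file 1 on the same strand, while 2 of the other 740 pre-miRNA lines overlap any ncRNA locus of that file (Fisher's exact test, p = 1.28e-22). These loci may be fragments of 5S rRNA, for which the prediction was written after the overlap had been seen. In the embryo files 24 pre-miRNAs are named mir-7641, 3 of which were called, and 12 of the 24 have no pre-miRNA line under their number in Additional file 2. No biological explanation was tested.

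In the large mir-430 cluster on sgr17, 1 of 19 members in the embryo files was called, nfu_pred_749 in 6 libraries, while the others had no call. Outside it, the mir-430 locus nfu_pred_735 on sgr17 was called in 6 libraries, nfu_pred_54 on scaffold00364 in 3, and a mir-430 locus without a pre-miRNA line in Additional file 2 in all 7. Of 27 mir-430 pre-miRNAs in the embryo files, 23 were never called. How reads of near-identical copies were shared out among loci is not known, so these loci are not shown to be without expression.

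The miRNA shown in Fig. 2 for the brain and liver libraries, mir-499 (sgr09, 55926017 to 55926134), was called in 4 embryo libraries, som, index1, index4 and index5, and not in 24hpf, index3 and no37.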
